# Pristane-Accelerated Autoimmune Disease in (SWR X NZB) F1 Mice Leads to Prominent Tubulointerstitial Inflammation and Human Lupus Nephritis-Like Fibrosis

**DOI:** 10.1371/journal.pone.0164423

**Published:** 2016-10-19

**Authors:** Agnes Gardet, Wei C. Chou, Taylor L. Reynolds, Diana B. Velez, Kai Fu, Julia M. Czerkowicz, Jeffrey Bajko, Ann M. Ranger, Normand Allaire, Hannah M. Kerns, Sarah Ryan, Holly M. Legault, Robert W. Dunstan, Robert Lafyatis, Matvey Lukashev, Joanne L. Viney, Jeffrey L. Browning, Dania Rabah

## Abstract

Mouse models lupus nephritis (LN) have provided important insights into disease pathogenesis, although none have been able to recapitulate all features of the human disease. Using comprehensive longitudinal analyses, we characterized a novel accelerated mouse model of lupus using pristane treatment in SNF1 (SWR X NZB F1) lupus prone mice (pristane-SNF1 mice). Pristane treatment in SNF1 mice accelerated the onset and progression of proteinuria, autoantibody production, immune complex deposition and development of renal lesions. At week 14, the pristane-SNF1 model recapitulated kidney disease parameters and molecular signatures seen in spontaneous disease in 36 week-old SNF1 mice and in a traditional IFNα-accelerated NZB X NZW F1 (BWF1) model. Blood transcriptome analysis revealed interferon, plasma cell, neutrophil, T-cell and protein synthesis signatures in the pristane-SNF1 model, all known to be present in the human disease. The pristane-SNF1 model appears to be particularly useful for preclinical research, robustly exhibiting many characteristics reminiscent of human disease. These include i) a stronger upregulation of the cytosolic nucleic acid sensing pathway, which is thought to be key component of the pathogenesis of the human disease, and ii) more prominent kidney interstitial inflammation and fibrosis, which have been both associated with poor prognosis in human LN. To our knowledge, this is the only accelerated model of LN that exhibits a robust tubulointerstitial inflammatory and fibrosis response. Taken together our data show that the pristane-SNF1 model is a novel accelerated model of LN with key features similar to human disease.

## Introduction

Lupus nephritis (LN) is a heterogeneous disease that presents with a broad spectrum of clinical and pathologic manifestations. Although immune complex mediated glomerulonephritis is the most common type of renal disease, tubulointerstitial inflammation and fibrosis are also important components of LN [1,2]. Several spontaneous murine models of LN exist, including BWF1 (NZB X NZW F1), SNF1 (SWR X NZB F1), MRL/lpr, in addition to congenic mouse models and many strains of gene targeted mice that present with features of LN [3]. Lupus presents many challenges for preclinical assessment of new therapeutic candidates. In addition to the multitude of pathogenic mechanisms that could impact disease development, the significant time period required to develop disease in SLE prone mice poses an important hurdle to the pre-clinical modeling of lupus. Considerable effort has been devoted to establish accelerated mouse models of SLE that are relevant to human disease.

Type I interferon (IFN-I) has been suggested to play a key role in SLE pathogenesis and IFN delivered exogenously with an adenovirus encoding IFNα (Adv-IFNα) or stimulated by poly (I:C), has been used to accelerate disease in lupus prone mice [4–7]. Adv-IFNα delivery in BWF1 (Adv-IFNα BWF1) is a well-established and widely used IFN-I accelerated mouse model. While this model recapitulates immune complex glomerulonephritis it is not a robust model for tubulointerstitial inflammation [8].

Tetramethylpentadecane, also known as pristane, is hydrocarbon oil known to induce lupus like disease in non-autoimmune mice strains and accelerate disease in lupus-prone BWF1 mice [9,10]. Other oil adjuvants such as (Incomplete Freund's adjuvant, IFA) and squalene (MF59) have been shown to induce lupus-related autoantibodies in non-autoimmune mice [11]. Recently, IFA have been shown to accelerate the onset and progression of proteinuria in BWF1 mice [12].

Pristane-mediated disease is characterized by hypergammaglobulinemia, autoantibody production and immune complex glomerulonephritis. Pristane induced LN is another model where IFN-I has been shown to be central to disease development [9]. IFN-I production in pristane-treated animals appears to be TLR7 and IRF5 dependent and IFN-I signaling through IFNAR is essential for the development of autoimmunity in pristane-induced disease [13,14].

In this study, we describe a comprehensive longitudinal characterization of a novel model that overlays pristane on the genetic lupus prone background of SNF1 mice and provide a valuable tool for modeling human disease. In contrast to BWF1 mice, pristane injection in SNF1 mice led to a more rapid disease with proteinuria and immune-complex deposition detected as early as 5 weeks post-pristane. The pristane-SNF1 model appears to accentuate pathologies that differ from other accelerated models such as the Adv-IFNα BWF1 model. Importantly, the pristane-SNF1 model exhibited several characteristics that robustly replicate what is seen in human disease, including the activation of cytosolic DNA sensing mechanisms and prominent inflammation and fibrosis. Thus, the pristane-SNF1 model may be a valuable tool for preclinical assessment of new therapeutic candidates.

## Material and Methods

### Mice

SNF1 females were bred and housed at Biogen in a standard ABL1 room. BWF1 were obtained from Jackson Laboratories (Bar Harbor, ME). All animals were maintained at the animal facility of Biogen in controlled temperature rooms, with light-dark cycles, and with free access to food and water. Standard environment enrichment of nestles was provided. All animal procedures were conducted in accordance with Biogen guidelines and applicable animal research regulations and were approved by the Institutional Animal Care and Use Committees at Biogen.

### Assessment of disease

Starting at 8 weeks of age, animals were weighed and albuminuria was measured weekly. Daily observations included monitoring animals for physical condition and for clinical signs of disease which included rough coat, edema, labored breathing and respiratory distress. In order to alleviate suffering, moribund animals were euthanized by CO2 inhalation after two consecutive readings of ≥ 1000 mg/dl of albuminuria and/or when they exhibited respiratory distress. Using these criteria animals were euthanized before they became severely ill. On two occasions, an animal was found dead without having clinical signs of disease or elevated albuminuria. Kidney disease was evaluated using a number of serum and urine markers of glomerular/tubular leakage and kidney function. Urine was analyzed for total protein which was used as a primary end point. Serum was analyzed for blood urea nitrogen (BUN), creatinine, and cholesterol. All measurements were done using the Beckman Coulter AU400.

### LN disease model

Pristane-SNF1 model: 9 week-old female SNF1 mice were injected intraperitoneally (i.p.) with 500μl of pristane (2, 6, 10, 14-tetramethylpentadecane, Sigma). Age-matched SNF1 mice were used as controls.

Spontaneous SNF1 model: 36 week-old female SNF1 mice with proteinuria greater than 1000 mg/dl were compared to pristane-SNF1 mice.

Adv-IFNα BWF1 model: 9 week-old female BWF1 mice were injected with an adenovirus expression vector containing recombinant mouse IFNα gene cassette Adv-IFNα. Mice were injected intravenously (i.v.) with 5 X 10^9^ viral particles [4].

Blood, serum, urine, kidney and spleen were collected at weekly intervals for various endpoint analyses to assess disease progression. Two independent longitudinal experiments were conducted with pristane-SNF1 mice, Adv-IFNα BWF1 mice and age-matched controls.

### Efficacy study

Mice received i.p. injection of either hamster anti-CD40L (Biogen) or its isotype control (anti-Ha 4/8) or PBS. Anti-CD40L antibody and its isotype control were administered 3 weeks post-pristane and treated every 3 days until the experiment was terminated. Proteinuria was measured weekly starting at week 7 through week 12 post-pristane. All mice were euthanized 14 weeks post-pristane for various endpoint analyses.

### Microarray data collection

Snap frozen whole blood and kidneys were homogenized in Trizol reagent (Invitrogen corporation) and purified according to the manufacturer’s protocol. Total RNA was further purified using an RNeasy mini column (Qiagen Sciences) and treated with DNase I amplification grade (Invitrogen).

Sample labeling and hybridization were performed using HT-MG-430 PM plates (Affymetrix Inc)

### Microarray data analysis

All microarray mouse transcript profiling data are deposited in the Gene Expression Omnibus (GEO) database (GSE86423, GSE86424 and GSE86425). Public microarray with human LN kidneys was obtained from GEO database (GSE37460). Mouse microarray datasets were analyzed using R software (version 2.11.1; R Foundation, Vienna, Austria) and Bioconductor computational tools. Probe intensity values were normalized using Robust Multi-array Average (RMA) normalization. The differential expression analysis was done using the Linear Models for Microarray (LIMMA) data analysis [15]. Human microarray data were analyzed using Partek® Genomics Suite® software (version 6.6 Copyright 2014). After RMA normalization, the differential expression analysis was done using ANOVA. All p-values for each probe were adjusted using False Discovery Rate (FDR) using the Benjamini and Hochberg method [16]. Statistical significance was defined as FDR adjusted p-value < 0.05. Z-scores and heatmaps were generated using Gene-E software (Broad Institute, Boston, MA).

### Measurement of antibodies

Serum ANA and anti-dsDNA antibodies (Total IgM, IgG, IgA) were measured using kits from Alpha Diagnostics. Clot-free sera were diluted up to 1:1000 for autoantibody analysis. Serum IgG isotypes were measured using Luminex multiplex bead array from Millipore.

### Histologic analysis of kidneys

Formalin-fixed kidneys were processed, embedded in paraffin, and replicate sections were stained with H&E, periodic acid Schiff (PAS), and Jone’s Basement Membrane stains. These slides were scored blind using a semi-quantitative scoring system from 0–3 for glomerulopathy, tubular dilation and infiltrates (0: no change, 1: minimal, 2: mild, 3: marked) and from 0–4 for fibrosis (1: minimal, 2: mild, 3: moderate and 4: marked).

### Immunohistochemistry and RNAscope

For detection of immune complexes, frozen kidney sections were fixed with acetone and stained with a mixture of FITC-conjugated rat anti-mouse IgG1, IgG2a/2b, IgG3 (BD Pharmingen), IgG2c (Southern Biotech) A mixture of FITC-conjugated rat isotypes IgG1, IgG2a, and IgG2b were used as controls (BD Pharmingen).

For detection of fibrosis markers, 5 μm sections from formalin-fixed kidneys of mice with matched levels of proteinuria were stained with Masson’s Trichrome stain, or anti-TNC antibody (R&D System, clone 578) and anti-ASMA (Abcam, clone 1A4) with Ventana automated staining system (Ventana Medical Systems, Tuscon, AZ, USA). Needle biopsies from 5 patients with LN (Class II, 1 patient; Class III, 1 patient; Class IV, 1 patient; Class IV/V, 2 patients) were obtained from Folio Biosciences (Powell, OH) and stained using the same methods.

For *Aim2*, *Sting*, *Ifih1* mRNA detection, 5μm sections of formalin-fixed mouse kidneys with matched levels of proteinuria were probed with antisense RNAscope oligomers (Advanced Cell Diagnostics, Hayward, CA) and detected using Ventana automated staining system (Ventana Medical Systems, Tuscon, AZ, USA). Bacterial DapB probe was used as negative control. Stained area was quantified from cortex (Two 400X600 μm fields per animal) using Image J software [17,18] (S1 Fig). Statistical significance was assessed using unpaired two-tailed Student’s t-test.

## Results

### Pristane treatment accelerates disease in SNF1 mice

Pristane was injected in 9-week old SNF1 mice, prior to clinical signs of spontaneous disease. Morbidity was observed at 12–14 weeks post-pristane (Fig 1A) and coincided with high BUN and serum creatinine reflecting renal failure (data not shown). Pristane greatly accelerated the disease onset in the SNF1 strain with proteinuria becoming evident at 7–8 weeks post pristane injection (Fig 1B). All the SNF1 mice were severely proteinuric (>1000 mg/dl) at 14 weeks post pristane injection with levels similar to 36 week-old SNF1 mice with spontaneous disease (Fig 1B). Disease acceleration upon pristane treatment was more dramatic in the SNF1 strain compared to BWF1 strain. In the SNF1 mice, onset of proteinuria was observed at 7 weeks post- pristane injection, while it occurred at 13 weeks after pristane injection in the BWF1 strain as previously reported [10] (S2 Fig).

**Fig 1:**
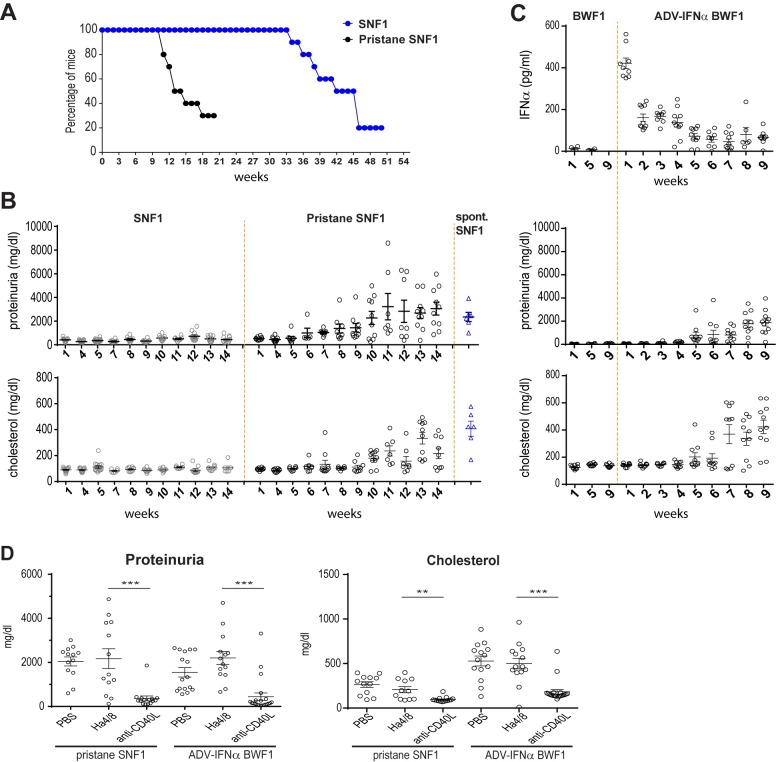
Pristane treatment accelerates disease in SNF1 lupus-prone mice. (A) Percentage of non-moribond mice in weeks after birth (SNF1 n = 15) or in weeks after pristane injection (pristane-SNF1 n = 15). Shown is a representative plot of 2 independent experiments. (B) Progression of proteinuria in pristane-treated, untreated age matched controls, and 36-week old SNF1 mice with spontaneous disease. Each symbol indicates an individual mouse. (C) Serum IFNα concentration, and progression of proteinuria and serum cholesterol elevation in Adv-IFNα BWF1 model and untreated age matched controls. Each symbol indicates an individual mouse. (D) Effect of CD40L and BAFF blockade on proteinuria and serum cholesterol in pristane-SNF1 mice (14 weeks after treatment) or Adv-IFNα BWF1 (9 weeks after treatment) either treated with anti-CD40L (MR1), or the isotype control (Ha 4/8) and compared with PBS treated mice. Each symbol indicates an individual mouse. This is a representative experiment of 2 independent experiments. Statistical significance was assessed using One-way Anova test.

The progression of disease in pristane-SNF1 model was compared to another established accelerated mouse model of lupus nephritis, IFNα-accelerated BWF1 model (Adv-IFNα BWF1) [4]. Interferon was delivered using an adenovirus vector to 8 week-old BWF1 mice leading to a sharp rise in IFNα one week post-adenoviral delivery and declining to a steady state at 3 weeks post-treatment (Fig 1C). Onset of proteinuria was detected at 5 weeks post IFNα delivery (Fig 1C). Morbidity due to renal failure (high BUN and serum creatinine) was observed 7–9 weeks post-ADV-IFNα injection (data not shown).

To ensure that pristane treatment of SNF1 mice did not lead to an aggressive pathology that can no longer respond to therapeutic interventions, we tested whether CD40L blockade could restore kidney function in this model as it was described efficacious in the spontaneous SNF1 model [19,20]. Three weeks after pristane administration SNF1 mice were treated with 10 mg/kg anti-CD40L (MR1) twice a week for 9 weeks. Administration of anti-CD40L to pristane-SNF1 mice significantly inhibited proteinuria similar to the efficacy seen in Adv-IFNα BWF1 model (Fig 1D) highlighting that the disease development in the pristane-SNF1 model can be inhibited by therapeutic interventions.

Together, these results show that the pristane-SNF1 model is an accelerated mouse model of lupus that recapitulates some of the clinical features and pathogenic mechanisms observed in both spontaneous and accelerated mouse models of SLE as well as human SLE.

### Pristane treatment leads to hypergammaglobulinemia, autoantibody production and early deposition of immune complexes in the kidneys of SNF1 mice

Hallmarks of LN include the presence of autoantibodies and immune complex (IC) deposition in the kidney. In pristane-SNF1 mice, serum ANA and anti-dsDNA autoantibodies increased at 7–8 week post pristane treatment (Fig 2A), which coincided with the onset of proteinuria (Fig 1B). Autoantibody levels were significantly higher in pristane-SNF1 mice than in the 36 week old SNF1 spontaneous model (Fig 2A). Kidney immune complex deposition was detected at week 4 after pristane injection in the pristane-SNF1 model and at week 3 in the ADV-IFNα BWF1 model (Fig 2B and Fig 2C). While both models showed accelerated production of ANA and IC deposition, pristane-SNF1 led to a more significant increase in total IgG and autoantibody levels compared with ADV-IFNα BWF1 (4 fold and 14 fold difference respectively) (Fig 2D and Fig 2E).

**Fig 2:**
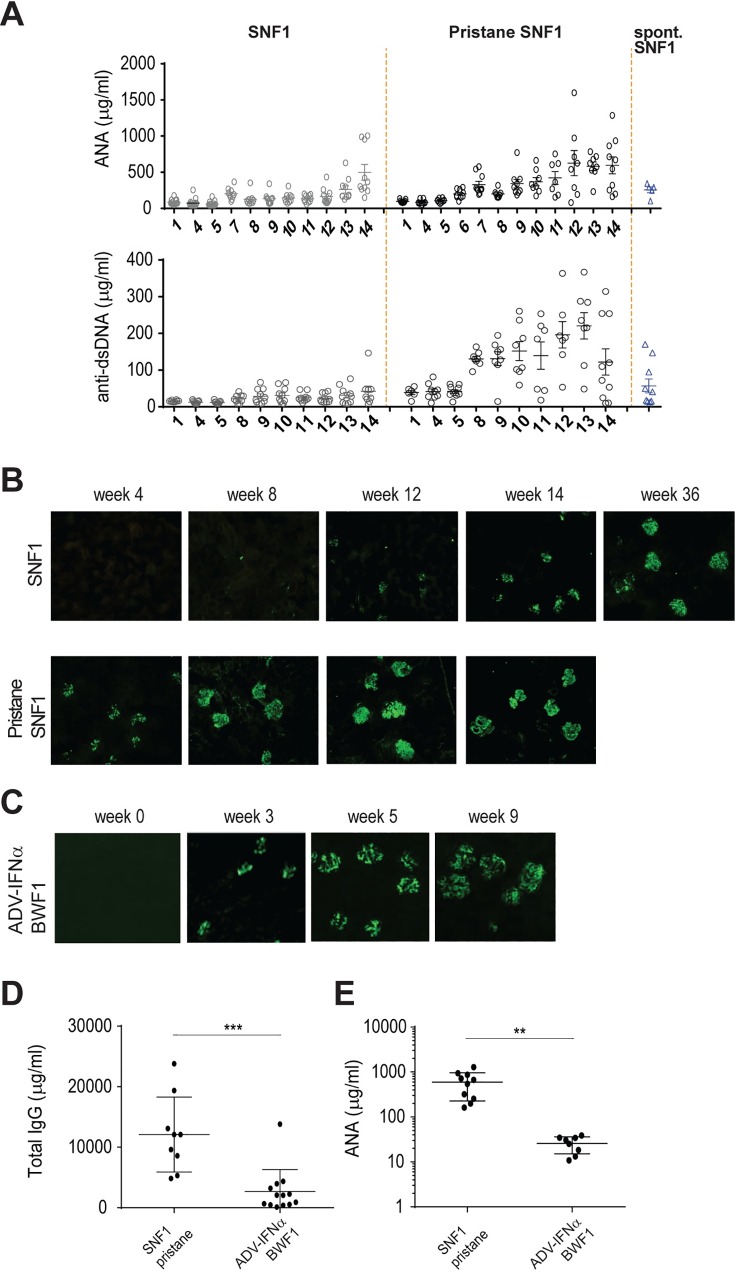
Serum antibody levels and kidney immune complex deposition in the pristane-SNF1 model and in the Adv-IFNα BWF1 model. (A) Titers of serum anti-nucleic acid antibodies (ANA) and anti-dsDNA antibodies (Total IgM, IgA, IgG in μg equivalents/ml) in pristane-treated, untreated age matched controls, and 36-week old SNF1 mice with spontaneous disease. (B) Frozen kidney sections from pristane-treated SNF1 mice on weeks 4, 8, 12, and 14, age match control and 36-week old SNF1 mice with spontaneous disease were stained with FITC conjugated anti-IgG Ab to detect immune complex deposition. Staining is representative of 4 mice examined in each group. (C) Frozen kidney sections from Adv-IFNα BWF1 mice on weeks 0, 3, 5, and 9 were stained with FITC conjugated anti-IgG Ab to detect immune complex deposition. Staining is representative of 4 mice examined in each group. (D) Titers of serum total IgG antibodies, anti-nucleic acid antibodies (ANA) were compared between diseased SNF1 pristane mice (14 weeks after treatment) and Adv-IFNα BWF1 mice (9 weeks after treatment). Statistical significance was assessed using unpaired two-tailed Student’s t-test (*** p<0.001, **p<0.01).

### Pristane treatment induces kidney glomerulonephritis, tubular dilatation and fibrosis in SNF1 mice

Kidney sections from pristane-SNF1 mice, Adv-IFNα BWF1 mice, and spontaneous disease controls (SNF1 and BWF1 mice) were blindly scored for glomerulopathy, tubular injury, interstitial inflammation and fibrosis using H&E stained tissue sections. The renal lesions in pristane-SNF1 mice were qualitatively similar to those that developed spontaneously at later time points in SNF1 and BWF1 mice (data not shown) and to those induced by Adv-IFNα in BWF1 (Fig 3A). Pristane-SNF1 mice uniformly exhibited moderate to severe diffuse proliferative glomerulonephritis 12–14 weeks after pristane injection. Glomerular changes in proteinuric mice revealed basement membrane thickening, mesangial cell proliferation, hyper-segmentation and sclerosis of glomerular tufts, and sclerosis of Bowman’s capsule (Fig 3A). Glomerular changes were accompanied by tubular injury ranging from cytoplasmic basophilia to overall atrophy and dilation. Interstitial inflammation was pronounced and characterized by abundant interstitial peripelvic aggregates lining tubules and surrounding glomeruli. Interstitial fibrosis intersected tubules and often surrounded degenerative tubular areas and/or affected glomeruli (Fig 3A).

**Fig 3:**
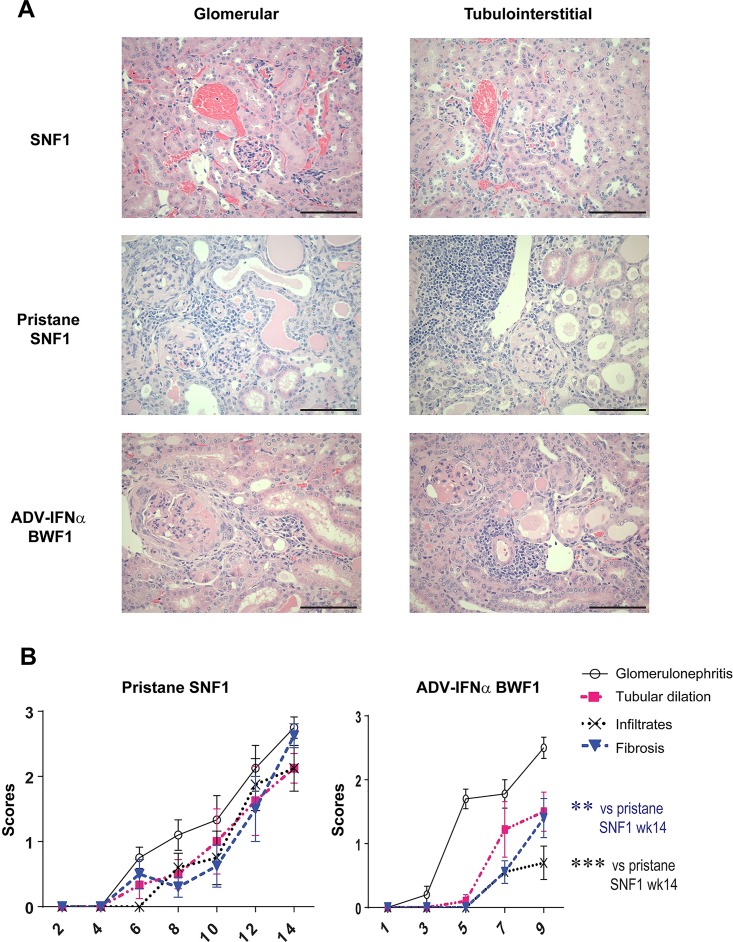
Kidney morphology in pristane-SNF1 model and Adv-IFNα BWF1 model. (*A)* Glomerular and tubulointerstitial changes in diseased pristane-SNF1 (14 weeks after treatment) and Adv-IFNα-BWF1 models (9 week after treatment) observed using H&E stained kidneys sections. Animals were matched for proteinuria (B) H&E sections of kidneys collected on the weeks indicated from pristane-treated SNF1 and Adv-IFNα injected BWF1 mice were scored for glomerulopathy, tubular dilation, fibrosis and inflammatory infiltrates. The lines represent the average scores, vertical lines represent SEM. Statistical significance was assessed using unpaired two-tailed Student’s t-test (*** p<0.001, **p<0.01). At least 8 animals were analyzed for scoring for each group, except pristane-SNF1 groups at week 4 and week 6 (5 animals per group).

The pristane-SNF1 mice displayed higher levels of tubulointerstitial inflammation with large immune infiltrates and fibrosis compared to Adv-IFNα BWF1 mice (Fig 3A and Fig 3B). In addition, tubulointerstitial damage, which is generally a feature of end-stage renal disease, developed relatively early in the disease course of the pristane-SNF1 model (Fig 3B). Therefore, pristane injection in SNF1 mice not only accelerated nephritis but also induced more interstitial lesions and fibrosis than which have been both associated with poor prognosis in human LN [21–24].

### Transcriptional changes in kidneys in the pristane-SNF1 bear hallmarks of human lupus nephritis

To further characterize the kidney disease in pristane-SNF1 mice, we analyzed gene expression of kidney tissues obtained from pristane- SNF1 mice, spontaneous 36 week-old SNF1 mice Adv-IFNα BWF1 mice and untreated matched controls. 

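Kidney RNA of SNF1 mice, the F1 cross of SWR and NZB mice, was measured on Affymetrix HT MG-430 PM arrays, with 1 kidney on each of 95 arrays. Untreated mice were sampled at week 0 (n = 7), week 2 (n = 10), week 4 (n = 9), week 8 (n = 10), week 12 (n = 10) and week 14 (n = 5). Mice injected with pristane, a hydrocarbon oil, were sampled at week 2 (n = 9), week 4 (n = 10), week 8 (n = 8), week 12 (n = 8) and week 14 (n = 9). The older SNF1 mice with spontaneous disease and the BWF1 mice were not analysed here. The authors normalized the probe intensities with RMA, which gives log2 values, and the medians of the arrays ranged from 4.22 to 4.57. Of all values 18.6% lay at a common floor of 2.21, so a gene at the floor in untreated kidneys gives a lower bound of its rise. Within each week, the pristane and the untreated mice were compared with limma over 45037 probe sets, after 104 control probe sets were left out. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called differentially expressed at an adjusted p under 0.05 with a fold change over 2. Members of gene lists are counted as risen or fallen at an adjusted p under 0.05 whatever their fold change. A gene with several probe sets was represented by the probe set with the highest mean over all arrays. The number of arrays per group limits the precision. In data simulated with the spread of week 14, the test recovered 91% of probe sets changed by 1.5 on the log2 scale and 99% of those changed by 3. Of 44837 probe sets given no change, 59 were called as well, at an adjusted p under 0.05 alone.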

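At week 14 after pristane, 915 genes were differentially expressed in SNF1 kidneys, of which 632 were higher and 283 lower than in untreated mice of the same week. By the probe set chosen for each gene, the largest rises were in the immunoglobulin gene Ighg1, with a log2 fold change of 5.70 (standard error 0.963, adjusted p = 0.00897), and in Lcn2, a secreted protein of injured tubules and neutrophils, with a log2 fold change of 5.28 (standard error 0.878, adjusted p = 0.00859). Ms4a7, a macrophage gene, was 19.3-fold higher, and Pou2af1, a coactivator of B lineage cells, was 18.3-fold higher (adjusted p = 0.000901 and 0.01). Among genes that fell, Hpd, an enzyme of tyrosine breakdown, fell by 4.84 on the log2 scale (standard error 1.04, adjusted p = 0.0209), and Bhmt, which methylates homocysteine, fell by 3.17 (standard error 0.475, adjusted p = 0.00584). Pck1, an enzyme of glucose synthesis in the proximal tubule, fell by 2.56 and Dnase1 by 3.43 on the same scale (adjusted p = 0.0495 and 0.0402). Of 24 measured genes of amino acid and organic acid metabolism, 12 fell, 9 of them more than 2-fold, none rose and 12 did not pass the test (22 fell and 1 rose when adjusted over the list alone). Of 24 genes of oxidative phosphorylation, 13 fell, none of them more than 2-fold, and none rose (23 fell when adjusted over the list alone). Camera, which tests whether a list ranks higher or lower than all other genes, placed both lists lower with a preset correlation (adjusted p = 2.21e-09 and 3.07e-11). The adjusted p was 0.175 and 0.151 with an estimated correlation. Of 30 proximal tubule genes, 6 fell and 1 rose (21 fell and 1 rose when adjusted over the list alone), and of 8 genes of the distal convoluted tubule, 5 fell (8 when adjusted over the list alone). Camera with an estimated correlation gave these lists an adjusted p = 0.192 and 0.145. Of 12 podocyte genes, 0 passed limma's test over all probe sets and 0 did when adjusted over the list alone (4 at unadjusted p under 0.05), with a median log2 fold change of -0.20. The counts of lower list genes rest on single mice: without pristane mouse 1 or 2, 19 and 19 amino acid genes, 19 and 21 of oxidative phosphorylation, 16 and 18 of the proximal tubule and 6 and 7 of the distal convoluted tubule fell, and in the 12 other fits that left out 1 mouse 1 to 10, at most 9, at most 3 and at most 4 did. Counted as probe sets, 853 were higher and 335 lower. Leaving out single mice moved the gene count by more than 1.5 times without untreated mouse 1 (571), 2 (419), 3 (390), 4 (395) or 5 (458), and without pristane mouse 3 (523), 4 (563), 6 (530), 7 (591) or 9 (551). The lower genes were less stable than the higher ones, with 68, 20, 24, 20 and 68 lower genes without untreated mouse 1, 2, 3, 4 or 5, and 477, 524, 57, 81, 104, 62, 75, 183 and 69 without pristane mouse 1 to 9 in turn. The higher genes numbered 399, 366, 375 and 390 without untreated mouse 2, 3, 4 or 5. Among the genes that fell, Pck1 did not pass in 12, Dnase1 in 11 and Hpd in 4 of 14 fits that each left out 1 mouse (adjusted p up to 0.119, 0.0977 and 0.0633). With the adrenal gene signal of each kidney as a covariate, a setting chosen after seeing the data, 336 genes were called, while the 1188 probe sets called without it all kept their direction and their median log2 change went from 1.47 to 1.30.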

We detected 952 differentially expressed genes in kidneys from pristane SNF1 mice and 741 differentially expressed genes from Adv-IFNα BWF1 mice compared to age-matched controls (> 2-fold compared to age-matched controls, FDR adjusted p<0.05) (S1 File).

We compared the kidney transcript profiles from the accelerated mouse models to a publicly available microarray dataset of glomeruli from LN patients and normal subjects [25]. Differentially expressed genes in the mouse models compared to the human dataset were defined for genes for which there were probes present on both human and mouse platforms Fig 4A and Sup S1 File). Gene Set Enrichment Analysis confirmed that the upregulated and downregulated human LN signatures were strongly enriched in the pristane-SNF1 kidney strongest upregulated and downregulated genesets respectively (FDR adjusted p-value<0.01 for gene set enrichment analysis) (Fig 4B) [26,27]. 

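Interferon, complement, Fc receptor, chemokine and matrix genes were higher in pristane-SNF1 kidneys at week 14 than in untreated kidneys. In the lists of Fig 4C, 7 of 7 measured genes of the IFN response rose, 8 of 8 of complement, 8 of 8 of the Fc gamma receptor list, 14 of 15 of immune recruitment, 7 of 7 of leukocyte extravasation, 7 of 7 of innate immunity and 4 of 4 of the antibody response. Without single mice, each left out in 1 of 14 fits, the IFN response kept 7, complement 7 or 8, the Fc gamma receptor list 6 to 8, recruitment 8 to 15, extravasation 4 to 7, innate immunity 5 to 7 and the antibody response 1 to 4 risen genes; the antibody list had 4 only without pristane mouse 1 or 2. The study chose these lists on these samples, so their counts are not independent evidence of a direction. The interferon regulator Irf7 was 13.2-fold higher (adjusted p = 0.00124), complement C3 7.27-fold (adjusted p = 0.00664) and the IgG receptor Fcgr1 12.0-fold (adjusted p = 0.00179), each in 9 of 9 pristane mice above all untreated mice. The B cell chemokine Cxcl13 had a log2 fold change of 4.31 (standard error 0.715, adjusted p = 0.00836), the adhesion molecule Vcam1 one of 2.78 (standard error 0.475, adjusted p = 0.00937) and the RNA sensor Tlr7 one of 1.77 (standard error 0.372, adjusted p = 0.0192); Tlr7 did not pass without untreated mouse 2, 3, 4 or 5 (adjusted p up to 0.0556). Cxcl11 was the member of the recruitment list that did not pass (adjusted p = 0.0751). In the fibrosis list, 9 of 11 genes rose, 7 of them more than 2-fold, such as Col1a1 by 9.65-fold, while Igfbp5 fell by 1.12 on the log2 scale, a call lost in 9 of 14 fits that each left out 1 mouse (adjusted p up to 0.0841), and Igfbp3 did not pass (adjusted p = 0.0564). When adjusted over the list alone, 15 of 15 recruitment genes rose, and in the fibrosis list 9 rose and 2 fell. In lists fixed before the data were examined, 23 of 24 interferon-stimulated genes rose (23 when adjusted over the list alone; 21 more than 2-fold), as did 7 of 7 MHC class I genes (7 when adjusted over the list alone; 5 more than 2-fold) and 18 of 20 genes of macrophages and monocytes (18 when adjusted over the list alone; 15 more than 2-fold). Adgre1, a macrophage surface protein, was 9.09-fold higher (adjusted p = 0.00356). Of 18 T cell genes, 7 rose (12 when adjusted over the list alone; 5 more than 2-fold), and of 13 B cell genes, 2 rose (4 when adjusted over the list alone), neither more than 2-fold. Without single mice the risen genes ran from 6 to 9 in the fibrosis list, 20 to 23 among interferon-stimulated genes, 5 to 7 in MHC class I, 15 to 18 in macrophages and monocytes, 3 to 10 among T cell genes and 1 to 5 among B cell genes. By camera with a preset correlation 40 of 48 lists passed at week 14, but 0 passed with an estimated correlation, under which all the lists named here had an adjusted p of 0.11 or more. Since camera compares a list with the other genes, it does not test whether a list changed at all. The antibody list had an adjusted p = 0.131 and the B cell list one of 0.145 in that test. Of the lists named here, the paper's text covers interferon, complement, Fc gamma receptor, recruitment, innate recognition, antibody and fibrosis processes. It describes these as raised in human LN and as upregulated in pristane-SNF1 kidneys (Fig 4C).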

Biological processes that are upregulated in human LN, such as IFN response, complement, Fc gamma receptors, immune recruitment, innate immune pattern recognition, antibody response and fibrosis, were upregulated in kidneys of both the pristane-SNF1 model and ADV-IFNα BWF1 models (Fig 4C and S3 Fig).

**Fig 4:**
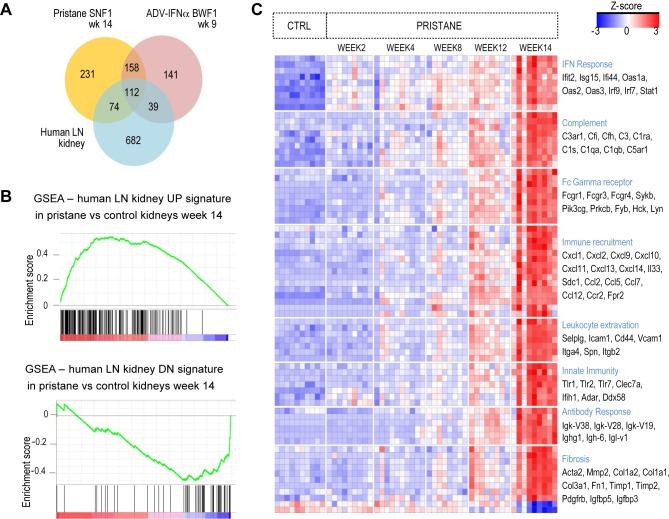
Kidney transcriptional response of pristane-SNF1 model and Adv-IFNα BWF1. (A) Differentially expressed genes were identified using LIMMA package for both mouse models (with fold change difference > |2| and FDR-adjusted p-values <0.05) and using ANOVA test for the human LN kidney dataset (with fold change difference >|1.5| and FDR-adjusted p-values <0.05. Venn Diagram shows the number of differentially expressed genes common between kidneys from pristane-treated SNF1 mice compared to age matched controls, kidneys from Adv-IFNα BWF1 mice compared to age matched controls, and kidney glomeruli tissues from LN patients compared to normal human kidney glomeruli tissues. (B) Gene Set Enrichment Analysis (GSEA) was used to detect whether the upregulated (UP) and downregulated (DN) genes in the human LN were enriched in the top upregulated and top downregulated genes in the kidneys from pristane-treated SNF1 mice respectively. (C) Z-score heatmap showing expression profiles of genes in kidneys from SNF1 mice with and without pristane treatment. All genes shown were differentially expression with a fold change greater than 2 between kidneys from SNF1 at 14 week post-pristane injection vs control (FDR-adjusted p-value<0.05).

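Interferon-stimulated genes were already higher in pristane-SNF1 kidneys at week 2, and several immune lists ranked above the other genes by camera at weeks 2 and 4. Genes of the fibrosis list of Fig 4C passed limma's test only at week 14 in the fits of each week alone with all its mice. Ifit1, an interferon-induced protein that binds viral RNA, had a log2 fold change of 3.20 at week 2 (standard error 0.237, adjusted p = 7.97e-07), 2.51 at week 4 (standard error 0.314, adjusted p = 0.00281), 2.28 at week 8 (standard error 0.316, adjusted p = 0.00769) and 3.11 at week 12 (standard error 0.471, adjusted p = 0.0344). Usp18, which limits interferon signalling, was 5.51-fold higher at week 2 and 4.53-fold at week 4 (adjusted p = 7.97e-07 and 0.000696). All differentially expressed genes of weeks 2, 4, 8 and 12 were higher after pristane, 32, 34, 19 and 9 in number. Of these, 32 of 32, 34 of 34, 18 of 19 and 8 of 9 were called higher at week 14 too. A set of 23 genes passed at 2 or more of weeks 2, 4 and 8, among them Irf7, Mx1, Oas3, Rtp4, Xaf1 and Slfn4, besides Ccl12, a monocyte chemokine, and S100a8 and S100a9. Of 24 interferon-stimulated genes, 13 rose at week 2, 12 at week 4, 8 at week 8 and 3 at week 12. When adjusted over the list alone, 21, 20, 19 and 23 did. Without single mice the counts over all probe sets ran from 13 to 14, 9 to 13, 3 to 9 and 0 to 19 in turn. Camera with an estimated correlation gave the list an adjusted p = 0.000497 at week 2, 0.0026 at week 4, 0.00965 at week 8 and 0.0484 at week 12. In that test 10 of 48 lists passed at week 2, 20 at week 4, 3 at week 8 and 3 at week 12. At week 2 they included the complement list of Fig 4C (adjusted p = 0.00227), where 1 of 8 genes rose, and 6 over the list alone. MHC class I passed (adjusted p = 0.00358), where 2 of 7 rose, and 5 over the list alone. Macrophages and monocytes passed (adjusted p = 0.00152), where 3 of 20 rose, and 8 over the list alone. Without single mice, 0 to 2 complement, 2 to 4 MHC class I and 3 to 4 macrophage and monocyte genes rose. At week 4 the lists that passed included complement (adjusted p = 0.0345), where 2 rose, and 5 over the list alone. Recruitment passed too (adjusted p = 0.0355), where 2 of 15 rose, and 7 rose and 1 fell over the list alone. Further lists passed with no gene past limma's test over all probe sets by the probe set chosen for each gene. Among these, the higher ones included the Fc gamma receptor list (adjusted p = 0.0145, where 6 of 8 rose over the list alone) and leukocyte extravasation (adjusted p = 0.041, with 7 of 7). They also included the antibody response (adjusted p = 0.0207, with 3 of 4) and macrophages and monocytes (adjusted p = 0.0127, with 16 of 20). Counted by all called probe sets, Lyz2 of the last list was among the 34 genes called at week 4. Without single mice, 0 to 3 complement, 1 to 3 recruitment and 0 to 1 Fc gamma receptor genes rose. The antibody list had 0 to 1 and macrophages and monocytes 0 to 6. Proximal tubule, fatty acid oxidation and amino acid genes ranked below the other genes by camera at week 4 (adjusted p = 0.0282, 0.0229 and 0.0354). By limma none of them passed over all probe sets, and 1, 3 and 0 fell over the list alone (6, 6 and 8 at unadjusted p under 0.05). The fibrosis list of Fig 4C, chosen by the study, had 0 genes past limma's test over all probe sets at week 12 (5 rose when adjusted over the list alone, 6 at unadjusted p under 0.05), and camera gave it an adjusted p = 4.14e-05 with the preset and an adjusted p = 0.24 with an estimated correlation. Without untreated week 12 mouse 10, 4 genes of this list rose at week 12, namely Col1a1, Col1a2, Col3a1 and Fn1, and so did 5 of 8 complement genes, 6 of 8 of the Fc gamma receptor list and 19 of 24 interferon-stimulated genes. No gene was called by limma for a difference between the effects of weeks 14 and 12 (0 at adjusted p, 7136 probe sets at unadjusted p under 0.05). When adjusted over each list alone, the effect was higher at week 14 than at week 12 for 4 genes of the fibrosis list and 11 of 18 T cell genes. It was lower for 2 genes of the fibrosis list. In the same count it was lower for 20 of 30 proximal tubule, 21 of 24 amino acid and 21 of 24 oxidative phosphorylation genes, and higher for 1 amino acid gene. It was also lower for 20 of 22 fatty acid oxidation and 8 of 12 podocyte genes. A lower effect can come from values at week 12 as well as at week 14. These list counts are not given without untreated week 12 mouse 10. In the MHC class I, macrophage and monocyte and extracellular matrix lists 0 passed. This effect at week 14 against effect at week 12 called 295 genes with the filter at the 40th percentile, 673 with all groups in a single fit, 588 without pristane week 14 mouse 1, 713 without pristane week 14 mouse 2, 3 without untreated week 12 mouse 10, 2 without pristane week 12 mouse 1 and 1 without untreated week 14 mouse 5. Adrenal gland genes had a median log2 fold change of 2.52 at week 2, over 10 genes of cortex and medulla. Of these, 8 rose when adjusted over the list alone. Over all probe sets, 0 rose in each of 19 fits that left out 1 mouse. Camera gave the adrenal list an adjusted p = 0.133 with an estimated correlation. The week 12 count became 213 without untreated mouse 10, whose early pristane genes stood at 2.30 above the mean of all untreated mice, 17 without untreated mouse 2, 15 without pristane mouse 8 and 4 without pristane mouse 1; it was 3 without untreated mouse 1, 3, 4, 5, 6, 7, 8 or 9 or pristane mouse 2, 3, 4, 6 or 7. The week 8 count was 11 without untreated mouse 4, 12 without untreated mouse 5 or 7, 10 without pristane mouse 3 and 12 without pristane mouse 4. The week 4 count became 59 without pristane mouse 1 and was 17 without untreated mouse 3 or 8, 20 without untreated mouse 4 and 22 without untreated mouse 6 or pristane mouse 7.

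**Figure D1:**
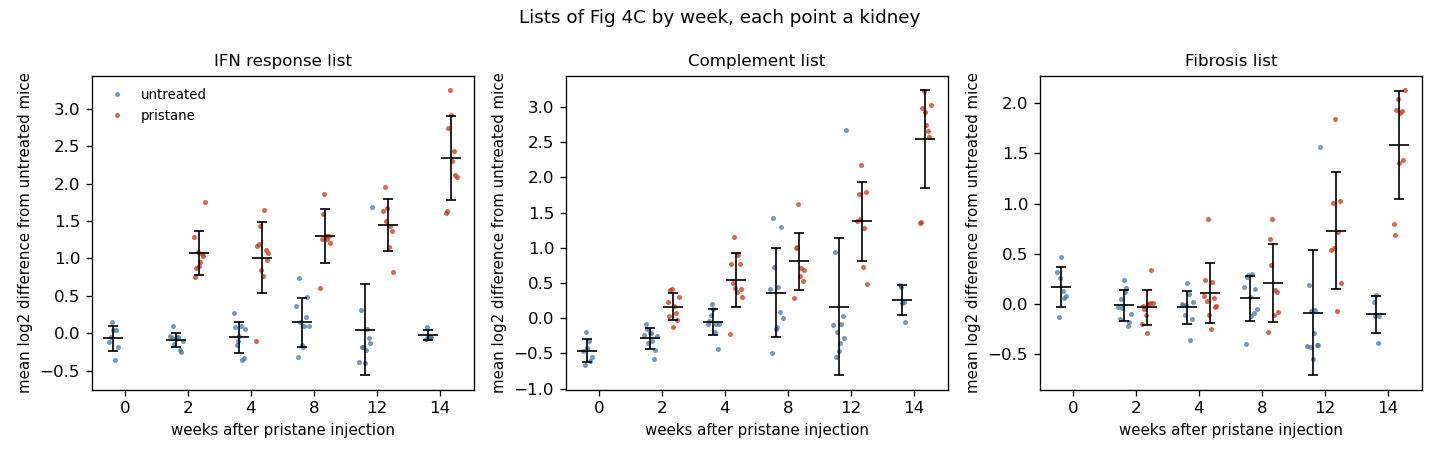
Mean log2 difference of the genes in 3 lists of Fig 4C from the mean of all untreated mice, by weeks after injection; each point is a kidney, blue untreated and red pristane, with black bars for the mean and SD. The IFN response list of the pristane mice at week 12 lies between 0.815 and 1.96.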

To identify genes that may be specifically modified in one model over the other, we selected genes that showed at least 2 or 3 fold difference in their response to pristane or ADV-IFNα, depending on whether they passed statistical significance in only one mouse model or both models. There were 127 genes and 55 genes that appeared more specific to the pristane-SNF1 model or the Adv-IFNα BWF1 model, respectively. Only a subset of these genes had probes also present in the human microarray platform with 4 genes differentially expressed in human LN and more specific to the Adv-IFNα BWF1 model (*CEBPD*, *CYR61*, *DDX60*, *IGJ*) and 14 genes differentially expressed in human LN and more specific to the pristane-SNF1 model (S1 File). 

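Sting, the adaptor that signals from cytosolic DNA, and Aim2, a DNA sensor of the inflammasome, were higher in pristane-SNF1 kidneys at week 14, and so were the neutrophil and monocyte proteins S100a8 and S100a9 and the acute phase gene Saa3. Sting had a mean log2 expression of 7.80 ± 0.869 (SD, n = 9) after pristane and 5.14 ± 0.194 (SD, n = 5) without, and Aim2 one of 4.18 ± 0.545 (SD, n = 9) and 2.75 ± 0.212 (SD, n = 5). S100a8 was 4.70-fold and S100a9 6.51-fold higher (adjusted p = 0.0134 and 0.0131), and Saa3 had a log2 fold change of 2.98 (standard error 0.657, adjusted p = 0.0232), which did not pass in 5 of 14 fits that each left out 1 mouse (adjusted p up to 0.062). For Saa1, the probe set chosen by the highest mean lay at the floor in 5 of 5 untreated kidneys and had a log2 fold change of 2.05 (standard error 0.68, adjusted p = 0.0804). Another probe set, named Saa1 in the paper's S1 File and Saa2 in the annotation used here, had a log2 fold change of at least 3.75 (standard error 0.819, adjusted p = 0.0222), since all 5 untreated kidneys shared a background value of 2.28. Of 16 acute phase genes, 10 rose (12 when adjusted over the list alone), among them Socs3, an inhibitor of cytokine signals, at 11.7-fold, and Fgg, a fibrinogen chain, at 11.3-fold (adjusted p = 0.00882 and 0.0124). Of 12 neutrophil genes, 3 rose and 9 did not pass (3 when adjusted over the list alone), namely S100a8, S100a9 and Lcn2. Without single mice 6 to 12 acute phase genes and 3 neutrophil genes rose. Camera with an estimated correlation gave the acute phase list an adjusted p = 0.11 and the neutrophil list an adjusted p = 0.211. S100a8, S100a9 and Saa3 were high early, with log2 fold changes of 3.88, 3.69 and 3.78 at week 4 (adjusted p = 0.00445, 0.00548 and 0.0179). The comparison with Adv-IFNα BWF1 mice was not analysed here.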

Several of the pristane-SNF1 specific genes were genes involved in innate immunity, such as *Sting*, *Aim2* and inflammatory mediators such as *S100a8/S110a9* and *Saa1/Saa3*. *AIM2 and S100A9* were upregulated in subsets of patient samples in the human dataset but did not pass statistical significance (there was no probe for STING on the human microarray platform) (Sup S1 File). In addition and consistent with the pathology assessment, fibrosis genes *Col1a2*, *Tnc*, *Acta2*, *Fbn2*, *Timp1*, *Kim1* were specifically upregulated in the pristane-SNF1 model (S1 File). 

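Matrix and injury genes were higher in pristane-SNF1 kidneys at week 14. Timp1, an inhibitor of matrix-degrading enzymes, had a log2 fold change of 4.56 (standard error 0.575, adjusted p = 0.00346), and Col1a2, a chain of collagen I, one of 2.71 (standard error 0.436, adjusted p = 0.00762), with 9 of 9 pristane mice above all untreated mice for both. Tnc, the matrix protein tenascin C, was 7.02-fold higher (adjusted p = 0.0184), and Kim1 (Havcr1), a receptor on injured proximal tubules, 27.8-fold (adjusted p = 0.0153) with 8 of 9 pristane mice above all untreated mice, and 84.0-fold by its other probe set (adjusted p = 0.00367). Acta2, the smooth muscle actin of myofibroblasts, had a log2 fold change of 1.60 (standard error 0.427, adjusted p = 0.041). For Fbn2, the probe set with the highest mean had a log2 fold change of 0.26 (standard error 0.209, adjusted p = 0.53), and the probe set named in the paper's S1 File one of 1.78 (standard error 0.463, adjusted p = 0.0379). Of these 6 genes, chosen by the study on these samples and so not independent evidence, 5 rose over all probe sets and 5 when adjusted over the list alone. Of 30 extracellular matrix genes in a list fixed beforehand, 25 rose and none fell (27 when adjusted over the list alone; 21 more than 2-fold), among them Col3a1 at 8.53-fold and Lox, which crosslinks collagen, at 7.46-fold (adjusted p = 0.0046 and 0.0157). Of 18 fibroblast and myofibroblast genes, 9 rose (12 when adjusted over the list alone; 5 more than 2-fold), such as Vim at 3.19-fold and S100a4 at 3.57-fold. Without single mice 15 to 27 matrix and 3 to 12 fibroblast genes rose. Camera with an estimated correlation gave the matrix and the fibroblast list an adjusted p = 0.11 each. Acta2 failed the test in 11 of 14 fits that each left out 1 mouse (adjusted p up to 0.105), and Tnc in 3 of 14, without untreated mouse 2, 3 or 4 (adjusted p up to 0.0576).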

*TNC*, *TIMP1*, *ACTA2*, *COL1A2* were also upregulated in the human LN dataset (no probe for KIM1 on the human microarray platform) (S1 File and detailed in later section).

Given that transcriptional signatures from peripheral blood of SLE patients have been extensively characterized [28–30], we also aimed to determine the gene expression profiles of the peripheral blood from pristane-SNF1 mice, from matched control mice as well as from 36-week old SNF1 mice with spontaneous disease. We detected 1410 differentially expressed genes in the peripheral blood of SNF1 mice at 14 weeks after pristane injection (> 2-fold expression change compared to age-matched controls, FDR adjusted p<0.05) (S1 File). Similar to the human SLE blood signatures, interferon responsive genes, plasma cell genes and neutrophil signatures were upregulated, while the T-cell signature and genes associated with protein synthesis were downregulated in the blood of pristane-treated SNF1 mice (S4 Fig). In contrast, 36-week old SNF1 mice showing spontaneous disease did not show the same level of transcriptional alterations in the peripheral blood (S4 Fig).

### Pristane treatment in SNF1 mice induces upregulation of nucleic acid sensors Aim2 and Sting

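Sting and Aim2 rose in pristane-SNF1 kidneys at week 14. They passed the test in no earlier week in the fits of each week alone with all its mice. At week 14, Sting had a log2 fold change of 2.66 (standard error 0.393, adjusted p = 0.0057), with 9 of 9 pristane mice above all untreated mice, and Aim2 one of 1.43 (standard error 0.252, adjusted p = 0.0105), with 8 of 9 above. At week 12, the log2 fold change was 0.85 for Sting (standard error 0.429, adjusted p = 0.827) and 0.34 for Aim2 (standard error 0.172, adjusted p = 0.827). At weeks 2, 4 and 8, it was 0.02, 0.21 and 0.06 for Sting and 0.01, 0.27 and 0.07 for Aim2. The effect at week 14 exceeded that at week 12 by 1.81 on the log2 scale for Sting (adjusted p = 0.119) and by 1.09 for Aim2 (adjusted p = 0.0757), which did not pass limma's test in these 2 weeks alone. This outcome depends on the fit and on single mice: with all groups in a single fit both passed (adjusted p = 0.000817 for Sting and 0.000244 for Aim2), without pristane week 14 mouse 1 Aim2 passed (adjusted p = 0.0347), and without pristane week 14 mouse 2 both passed (adjusted p = 0.0379 for Sting and 0.00506 for Aim2). The filter at the 40th percentile, with its cut at 3.31, left out the probe set of Aim2, so Aim2 has no result there. Sting did not pass this comparison of weeks with the filter (adjusted p = 0.0624). The probe set of Sting used here is in the paper's S1 File. A second, which is in that file too, had a log2 fold change of 2.28 at week 14 (adjusted p = 0.0122). Of 19 genes counted for cytosolic nucleic acid sensing, 11 rose at week 14 (15 when adjusted over the list alone, 9 more than 2-fold). Among them were the DNA sensor Ifi204 at 6.29-fold, the inflammasome protease Casp1 at 4.37-fold and the RNA sensor Ifih1 at 3.98-fold. Aim2 was measured but is not among these 19, and its probe set is named through the paper's S1 File. Of 11 genes of endosomal nucleic acid sensing, 4 rose (6 when adjusted over the list alone; 2 more than 2-fold). Without single mice the risen genes of the cytosolic list ran from 7 to 15 and those of the endosomal list from 2 to 6. Camera with an estimated correlation gave both lists an adjusted p = 0.11 at week 14. By the same test the cytosolic list ranked above the other genes at week 4 (adjusted p = 0.009), where 3 rose, and 7 when adjusted over the list alone. So did the endosomal list at week 2 (adjusted p = 0.0133, where 1 rose, and 2 over the list alone) and week 4 (adjusted p = 0.0121, where 1 rose, and 3 over the list alone). Without single mice 1 to 4 cytosolic genes rose at week 4, and the endosomal count stayed at 1 in both weeks. At week 12, untreated mouse 10 had a Sting value of 8.21 and an Aim2 value of 3.58, far from the other untreated mice. Without this mouse Sting passed at week 12, with a log2 fold change of 1.16 (standard error 0.265, adjusted p = 0.0408), and Aim2 did not (0.42, adjusted p = 0.3). Neither gene passed without any other single mouse at weeks 2, 4, 8 or 12.

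**Figure D2:**
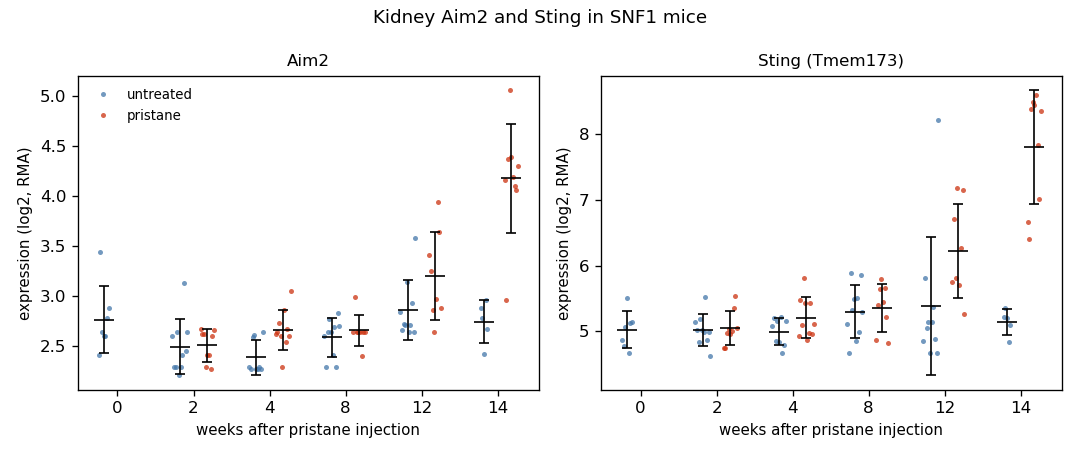
Log2 expression of Aim2 and Sting in each kidney by weeks after injection, blue untreated and red pristane, with black bars for the mean and SD. At week 14 the pristane means are 4.18 for Aim2 and 7.80 for Sting.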

The results from microarray analysis of the kidney tissues from pristane-SNF1 model and Adv-IFNα BWF1 model suggested that *Aim2* and *Sting* RNA expression was more upregulated in the pristane-SNF1 model (Fig 5A). Due to the lack of reliable reagents for Aim2 and Sting immunohistochemistry in formalin fixed tissues, we used RNAscope in-situ hybridization to detect *Aim2* and *Sting* transcripts. The baseline expression of *Aim2 and Sting* was higher in the untreated BWF1 kidney tissues than in the untreated SNF1 mice (Fig 5B). However, *Aim2* and *Sting1* expression did not increase strongly in the diseased Adv-IFNα BWF1 kidney tissues (less than 2 fold increase vs. matched controls) compared to 13–16 fold increase in the pristane-SNF1 kidneys vs matched controls (Fig 5C). As an internal control for RNA integrity and disease status, we confirmed that the interferon responsive gene *Ifih1* was upregulated in both models (Fig 5B and Fig 5C).

**Fig 5:**
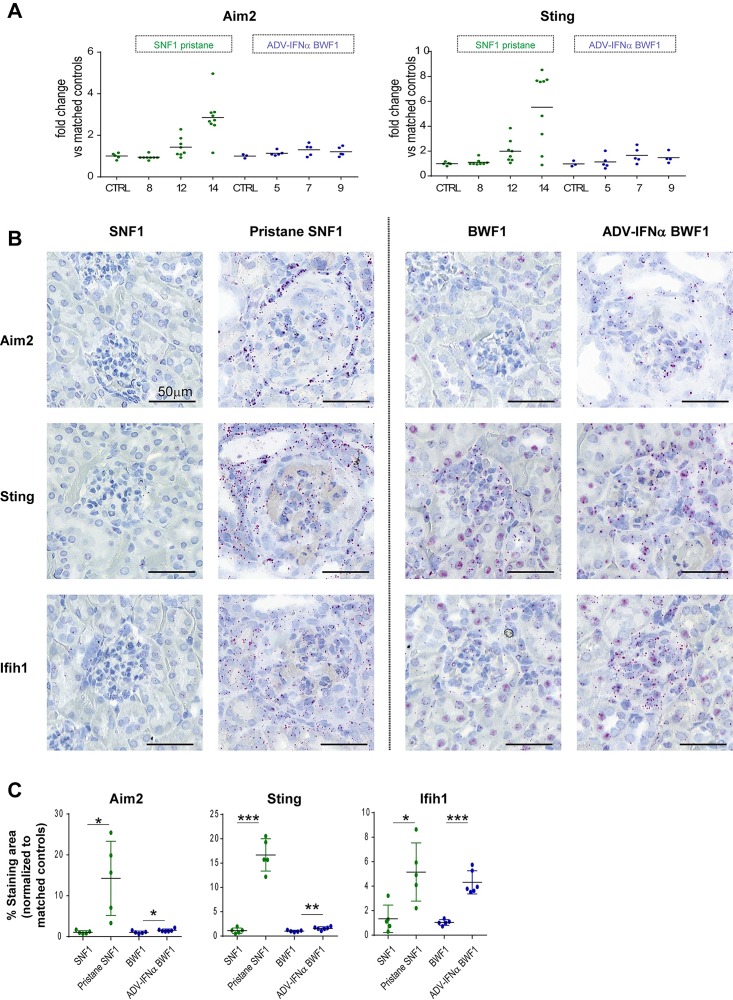
Innate immune sensors *Aim2* and *Sting* are upregulated in pristane-SNF1 model. (A) Gene expression changes of *Aim2* and *Sting* in the kidneys of pristane-treated SNF1 mice and Adv-IFNα BWF1 mice. Data are shown as expression fold change compared to matched control untreated mice. (B) Aim2 and Sting transcripts were detected by RNAscope in kidney tissue sections from SNF1 with or without pristane treatment (week 14) and BWF1 mice with or without Adv-IFNα injection (week 9). Diseased animals were matched for proteinuria levels. (C) Results from image quantification from RNAscope hybridization described in (B) with Aim2, Sting and Ifhi1 RNAscope staining area normalized to the mean of the staining area from the control groups. Each dot represents an animal. (* p-value<0.05, **p-value<0.01, unpaired two-tailed Student’s t-test).

Thus, pristane treatment is able to induce a strong upregulation of the expression of the nucleic acid sensors *Aim2* and *Sting* in SNF1 mice, which is not observed in the Adv-IFNα BWF1 model.

### Pristane treatment in SNF1 mice induces fibrosis resembling human LN

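Transcripts of matrix and tubular injury differed between pristane and untreated SNF1 kidneys at week 14. In fits of each week alone with all its mice, none of the 5 genes Tnc, Kim1, Col1a2, Acta2 and Timp1 passed at weeks 2, 4, 8 or 12. At week 14 each pristane kidney was set against the mean of the untreated kidneys of its week. The mean of these folds was 31.6 ± 22.5 (SD, n = 9) for Timp1, 9.19 ± 6.00 (SD, n = 9) for Tnc, 7.64 ± 3.49 (SD, n = 9) for Col1a2, 3.58 ± 1.97 (SD, n = 9) for Acta2 and 47.0 ± 34.2 (SD, n = 9) for Kim1. The fold of Kim1 ranged from 1.02 in pristane mouse 2 to 103 among the 9 mice. These folds are by the probe set chosen for each gene and depend on it. By other probe sets the mean was 13.9 ± 8.21 or 1.22 ± 0.332 for Col1a2 and 128 ± 88.1 for Kim1. It was 2 ± 1.16 for Tnc (SD, n = 9 each). The other probe set of Acta2 stayed at 1 ± 0 (SD, n = 9). It did not vary between these kidneys, so it neither shows nor contradicts a change. At week 12, the log2 fold change was 1.48 for Timp1 (standard error 0.725, adjusted p = 0.819), 1.26 for Col1a2 (standard error 0.377, adjusted p = 0.541) while Kim1 was 2.65-fold higher (adjusted p = 0.766). These week 12 results depend on untreated mouse 10, which stood far above the other untreated mice in Timp1, Col1a2, Acta2 and Kim1. Without it Col1a2 passed at week 12, with a log2 fold change of 1.50 (standard error 0.281, adjusted p = 0.0127), and Timp1 (1.97, adjusted p = 0.0844), Kim1 (1.65, adjusted p = 0.206), Tnc (1.27, adjusted p = 0.246) and Acta2 (0.69, adjusted p = 0.437) did not. None of the 5 genes passed without any other single mouse at weeks 2, 4, 8 or 12. The difference between the effects of weeks 14 and 12 was 3.08 on the log2 scale for Timp1 (adjusted p = 0.104), 3.39 for Kim1 (adjusted p = 0.0979), 1.75 for Tnc (adjusted p = 0.235), 1.46 for Col1a2 (adjusted p = 0.196) and 1.08 for Acta2 (adjusted p = 0.333), and none of these passed in a fit of these 2 weeks. With all groups in a single fit, Timp1 (adjusted p = 0.000369), Kim1 (adjusted p = 0.000148), Tnc (adjusted p = 0.022) and Col1a2 (adjusted p = 0.0101) passed and Acta2 did not (adjusted p = 0.0583). Kim1 also passed with the filter at the 40th percentile (adjusted p = 0.0498), and Timp1 and Kim1 passed without pristane week 14 mouse 1 (adjusted p = 0.0414 and 0.0417) and without pristane week 14 mouse 2 (adjusted p = 0.0356 and 0.00628). Of 21 tubular injury genes, 14 rose at week 14 and none fell (21 rose when adjusted over the list alone; 12 more than 2-fold), and camera gave the list an adjusted p = 0.131 with an estimated correlation. Of 23 proliferation genes, 10 rose (14 when adjusted over the list alone; 8 more than 2-fold), among them Mki67 at 4.76-fold and Top2a at 3.72-fold, which both did not pass without untreated mouse 2, 3, 4 or 5 (adjusted p up to 0.0596 and 0.071), and camera gave an adjusted p = 0.131 with an estimated correlation. Without single mice 6 to 20 tubular injury and 2 to 14 proliferation genes rose. With the adrenal gene signal as a covariate, chosen after seeing the data, Tnc at week 14, Acta2 at week 14 and Havcr1 (Kim1) at week 14 no longer passed (adjusted p = 0.063, 0.124 and 0.0512), though their log2 fold changes stayed near those of the fit without it, at 2.60, 1.38 and 4.28. The comparison with Adv-IFNα BWF1 kidneys was not analysed here.

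**Figure D3:**
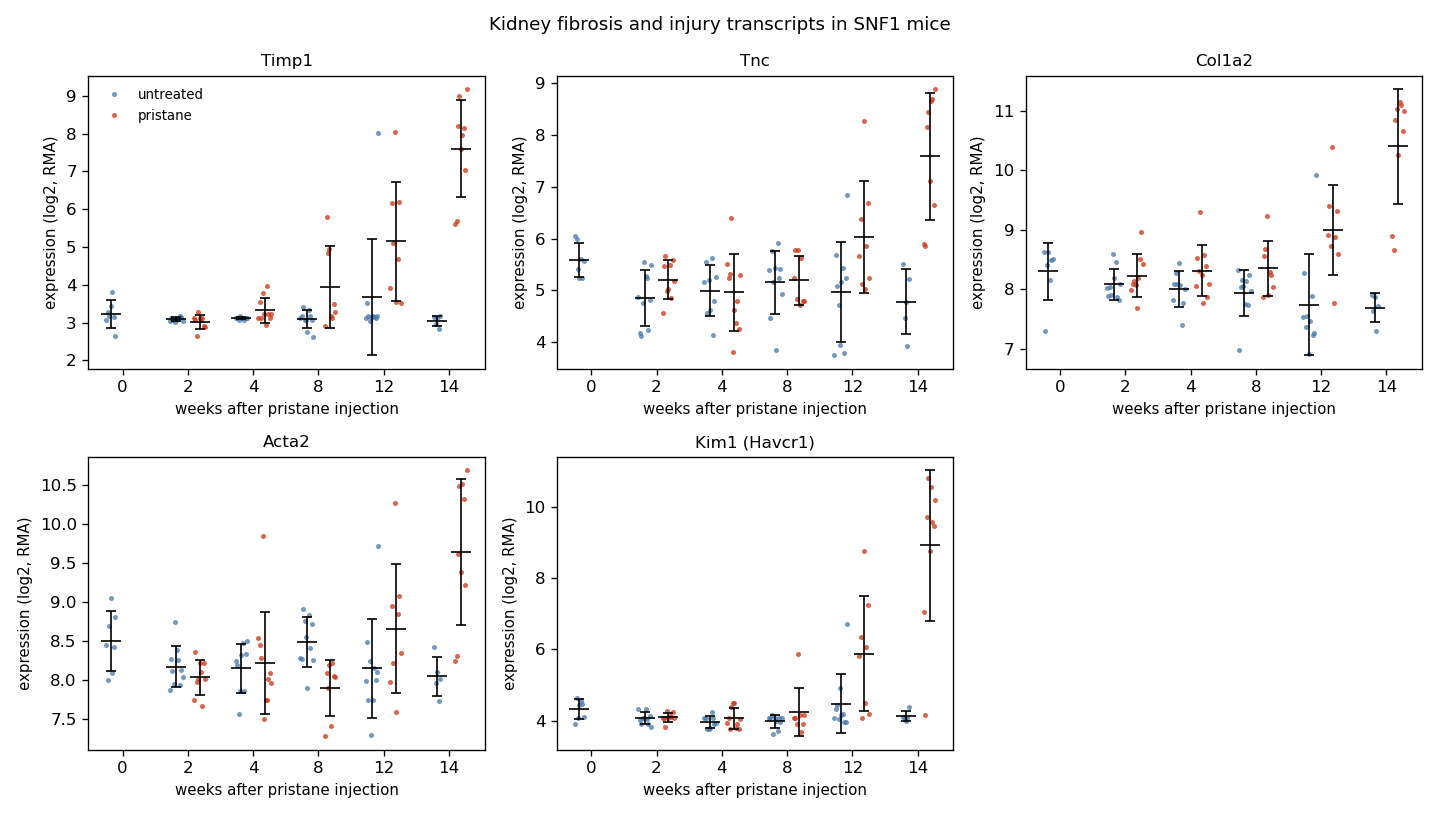
Log2 expression of Timp1, Tnc, Col1a2, Acta2 and Kim1 in each kidney by weeks after injection, blue untreated and red pristane, with black bars for the mean and SD. At week 12, untreated mouse 10 has a Timp1 value of 8.02.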

Transcripts encoding fibrosis markers such as Tnc, Kim1, Col1a2, Acta2, Timp1 had a greater increase in kidneys of pristane-SNF1 model compared to the ADV-IFNα BWF1 model (Fig 6A). Microarray data from the human LN-glomeruli tissues showed that the increase of *TNC*, *TIMP1*, *ACTA2*, *COL1A2* expression also occurs in human disease (Fig 6C). There was no probe for *KIM1* on the human microarray platform.

**Fig 6:**
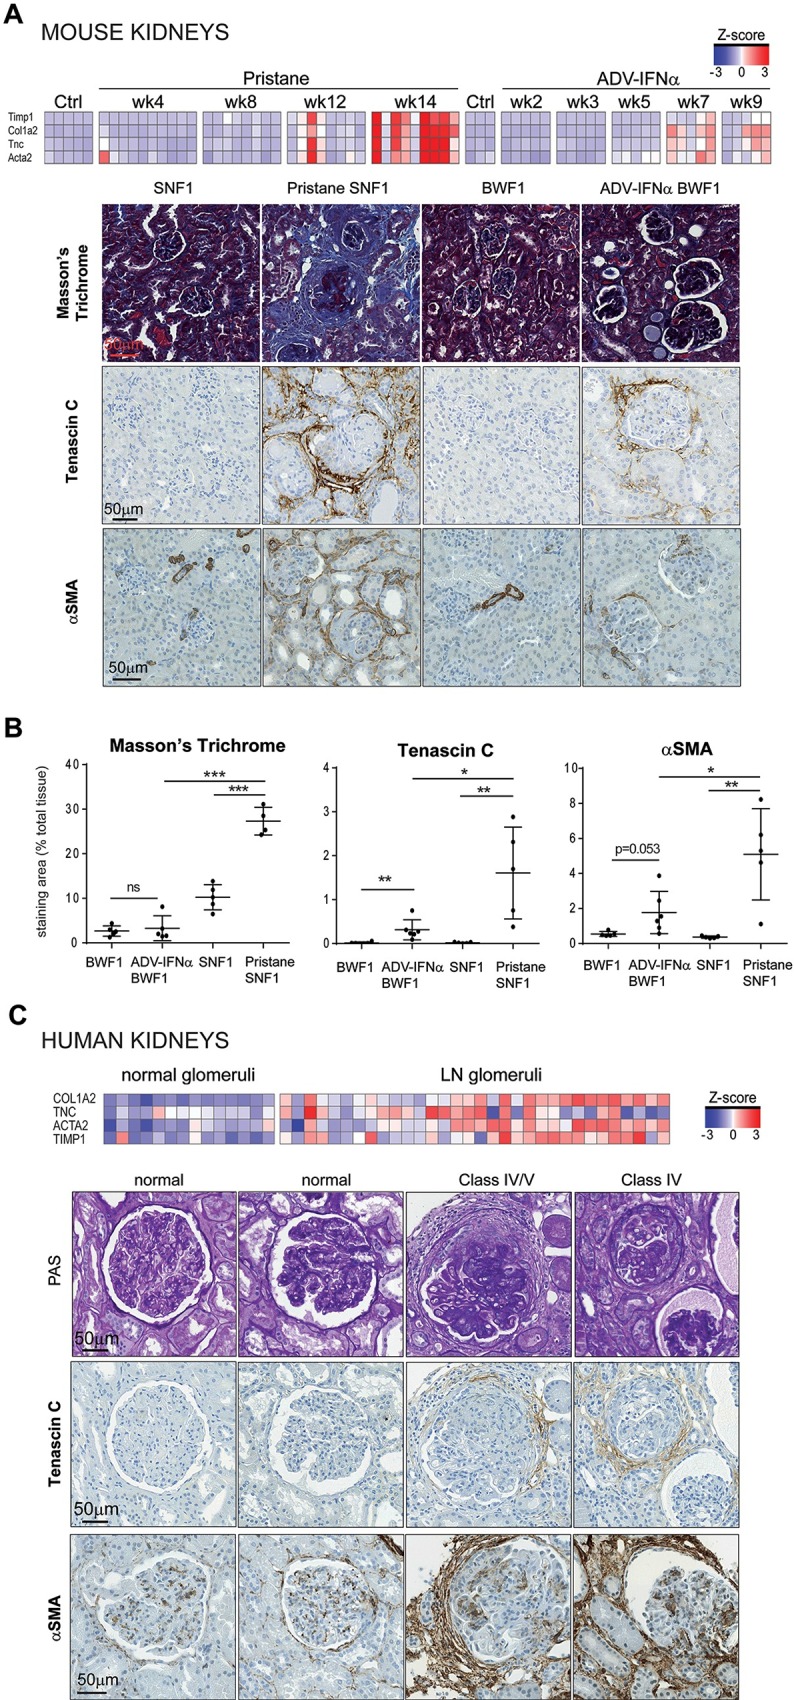
Pristane treatment of SNF1 mice induces human lupus nephritis-like fibrosis. (A) Gene expression levels of *Tnc*, *Timp1*, *Col1a2*, *Acta2* in the kidneys of pristane-treated SNF1 mice and Adv-IFNα BWF1 mice (Heatmap shows expression levels in Z-scores). Masson’s Trichrome stain and Tenascin C and alpha smooth muscle actin (ASMA) immunohistochemistry (IHC) were performed on kidney tissue sections from SNF1 with or without pristane treatment (week 14) and BWF1 mice with or without Adv-IFNα injection (week 9). Diseased animals were matched for proteinuria levels. (B) Staining or immunopositive area was quantified in percentage of total tissue. Each dot represents an animal. (* p-value<0.05, **p-value<0.01, unpaired two-tailed Student’s t-test). (C) *TNC*, *TIMP1*, *COL1A2*, *ACTA2* gene expression levels in normal kidney glomeruli tissues and LN kidney glomeruli tissues from public human microarray dataset. (Heatmap shows expression levels in Z-scores). PAS and tenascin C and ASMA IHC were performed on biopsies from LN patients.

Using Masson’s Trichrome staining and immunohistochemistry, we confirmed that tissue fibrosis was a prominent feature of pristane-SNF1 mice. There was more extracellular matrix deposition (Masson’s Trichrome and tenascin C) as well as more alpha smooth muscle actin (ASMA) immunoreactivity (fibroblasts, pericytes) in the kidneys of pristane-SNF1 mice relative to the ADV-IFNα BWF1 model (Fig 6A and 6B). In both the pristane-SNF1 model and the human disease tissues, tenascin C and alpha smooth muscle actin were detected within the interstitial fibrous connective tissue between tubules and surrounding injured glomeruli (Fig 6A and 6C). Interestingly, in our limited panel, (5 patients), Tenascin C was only observed in scattered interstitial foci in patients with Class II and Class III diagnoses (not shown), whereas in the 2 patients with Class IV and IV/V diagnoses, it was prominent in the periglomerular and inter-tubular interstitium (Fig 6C). Thus, the pristane-SNF1 model showed a robust fibrosis component that is also observed in the human disease, perhaps especially in Class IV/V diagnoses.

## Discussion

This study describes a novel accelerated model of lupus that overlays pristane, a known inducer of autoimmunity, onto the genetic background of SNF1 lupus prone mice. While pristane treatment in BWF1 mice has been previously shown to accelerate disease, we prioritized the characterization of pristane treatment in the SNF1 background as it led to faster disease acceleration. The pristane-treated SNF1 mice develop proteinuria 5 months earlier than untreated animals and 6 weeks earlier than pristane-treated BWF1 mice. The pristane-SNF1 model was compared with another well-established and widely used accelerated model, Adv-IFNα BWF1. While pristane-SNF1 model recapitulated many features of Adv-IFNα BWF1, there were specific features of the pristane-SNF1 model that better represented human disease, such an upregulation of the cytosolic nucleic acid sensor pathway, tubulointerstitial inflammation and robust fibrosis.

Pristane treatment in SNF1 mice led rapid and dramatic increase in total Ig and ANA levels. Pristane has been shown to induce apoptosis in treated mice [31]. Increased apoptosis mediated by pristane treatment in conjunction with defective clearance of apoptotic cells documented in SNF1 mice likely amplify the source of autoantigens, resulting in loss of tolerance, increase in nephritogenic autoantibodies and disease acceleration [32]. One of the distinctive features of the pristane-SNF1 model compared to the Adv-IFNα BWF1 model was the increased expression of *Aim2* and *Sting* in diseased kidneys. Both AIM2 and STING are known to contribute to the downstream activation of immune signal pathways in response to apoptotic DNA. In pristane SNF1, it is possible that large amounts of apoptotic debris activates nucleic acid sensing pathways that can in turn trigger downstream IFN-I production and autoimmunity. In contrast, the Adv-IFNα BWF1 model may not require initial activation of the nucleic acid sensing pathways for disease acceleration as the induction of autoimmunity is triggered by exogenous IFN-I rather than endogenous IFN-I production (see model in Fig 7). The role of interferon in pristane-induced autoimmunity has been previously demonstrated, where pristane-treated *Ifnra2*-/- mice showed reduced total IgG levels compared to pristane treatment in C57BL/6 wt mice [33]. In addition, Tlr7, another nucleic acid sensors located in endosomes, has also been shown to contribute to IgG and ANA production as well as kidney IC deposition and glomerulonephritis in pristane-induced disease in C57BL/6 wt mice [13,34]. Further studies may be needed to better understand the relative contribution of cytosolic and endosomal nucleic acid sensing in the pristane-SNF1 mice. Overall, with accumulating evidence of a potential role of the cytosolic nucleic acid sensing pathway in the development of human lupus [35], the pristane-SNF1 model might be a particularly appropriate model to study the role of these cytosolic nucleic acid sensors in disease and the potential effect of modifiers of this pathway on disease progression. The pathogenic mechanisms in pristane-SNF1 mice are consistent with human lupus given that genome-wide association studies (GWAS) have highlighted genetic variants associated with higher risk for SLE that are linked to apoptotic clearance, innate immune sensing and the IFN pathway [36,37].

**Fig 7:**
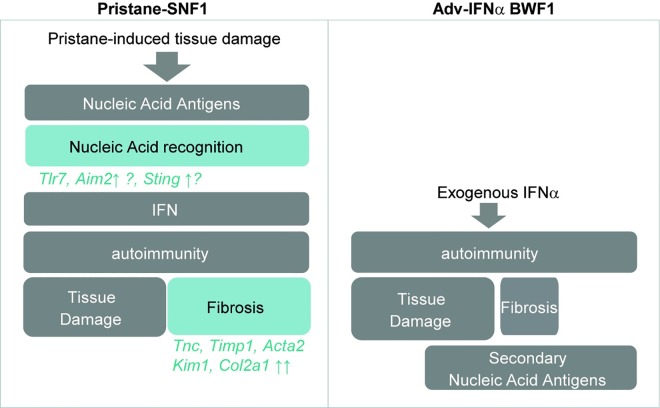
Summary of the potential pathogenesis mechanisms involved in pristane-SNF1 and Adv-IFNα BWF1 disease models.

A striking specific feature of the pristane-SNF1 model is the prominent tubulointerstitial inflammation and fibrosis underscored by morphologic observations and kidney gene expression profiles. Detection of the fibrosis markers Masson’s Trichrome stain, tenascin C, a hallmark extracellular matrix protein and ASMA positive cells confirmed that the pristane-SNF1 model develops a strong fibrotic response than the Adv-IFNα BWF1 model. ASMA staining also highlighted a much stronger presence of perhaps myofibroblasts in the pristane-SNF1 model compared to the Adv-IFNα BWF1 model. Interstitial inflammation and fibrosis in the pristane-SNF1 model are likely connected as fibrosis is thought to be an aberrant tissue repair response that can be triggered by tissue injury upon chronic renal inflammation [38,39]. Both interstitial inflammation and fibrosis are associated with poor disease outcome in human LN [21–24]. Here we demonstrated that tubulointerstitial fibrosis in both human LN and in pristane-SNF1 was accompanied by upregulated expression of patterns of genes consistent with fibrosis. Immunosuppressive treatments in autoimmune LN NZBWF1/J mice model and in human LN were shown to reverse kidney fibrotic lesions to some extent [40,41], which further reflects the interdependency of inflammation and fibrosis in nephritic disease. To establish whether the pristane-SNF1 kidney fibrotic lesions are reminiscent of the human disease, we confirmed that the expression of the fibrosis genes observed in the pristane-SNF1 model were also upregulated in a human LN microarray dataset and that the immunostaining of tenascin C and alpha smooth muscle actin proteins showed similar localization in renal biopsies from LN patients. Several studies have shown that renal interstitial fibrosis or a composite chronicity index that includes interstitial fibrosis as a component are both predictive of renal failure outcome and survival [22–24,42]. In addition, the presence of residual fibrosis in repeated biopsies has been also associated with a poor clinical outcome [41]. Together, this suggests that an efficacious LN therapy would require effective modulation of both kidney tubulointerstitial inflammation and fibrosis.

Since the pristane-SNF1 model exhibits robust accelerated interstitial inflammation coupled with fibrosis, it is an attractive model for studying the role of fibrosis in the development of autoimmune-induced nephritis. Kidney fibrosis in 48 week old SNF1 mice and could be inhibited by anti-CD40L, supporting the hypothesis that fibrosis in this model is linked to sustained auto-immune injury [43,44]. Kidney transcript profiling of other longer spontaneous models such as 36 week old NZB/W, 30 week old NZM2410 and 18–21 week NZW/BSB mice also showed a kidney fibrosis response, but the fold increase in expression was 2–7 fold higher in the pristane-SNF1 model for *Tnc* and *Timp1* than has been reported in the spontaneous models [45]. To our knowledge, there has been no report of a well-characterized fibrotic response in accelerated mouse models of lupus nephritis. The unilateral ureter obstructive model (UUO), a 6–10 day model, has been the most widely used model to examine mechanisms of tubulointerstitial fibrosis *in vivo*. While this model offers a rapid, robust, and reproducible phenotype it is not a relevant model of lupus and does not lead to proteinuria or significant glomerulopathy [46]. The pristane-SNF1 accelerated model therefore provides a unique opportunity to explore the potential inflammation/fibrosis modifiers in the context of lupus nephritis.

In summary, pristane-SNF1 is a new model of LN characterized by a rapid onset and progression to renal disease. This model displays many human disease features such as blood SLE transcriptional signatures, kidney interstitial inflammation and fibrosis with a likely involvement of apoptotic clearance and nucleic acid sensing pathways. Since this model responds to therapeutics that may be of benefit in human SLE, this system provides a valuable experimental tool to further understand the mechanisms contributing to both rodent and human LN.

## Supporting Information

S1 Fig Detection of positive staining tissue area using image analysis. Top panel: Left panels show representative pictures of *Ifih1* RNAscope staining. Right panels show identification of RNAscope positive area (red) using Image J RNAscope quantification method. Bottom panel: Left panel shows Masson’s Trichrome staining of kidney tissue from SNF1-pristane animal, right panel shows identification of positive staining area.
(TIF) Click here for additional data file.

S2 Fig Onset of proteinuria in pristane-treated BWF1 and SNF1 mice. Progression of proteinuria pristane-treated BWF1 mice and pristane-treated SNF1 mice. Each symbol indicates an individual mouse.
(TIF) Click here for additional data file.

S3 Fig Kidney transcriptional response from Adv-IFNα BWF1 model. Z-score heatmap showing gene expression profiles in kidneys from BWF1 mice with and without Adv-IFNα injection.
(TIF) Click here for additional data file.

S4 Fig Blood expression profiles of genes from human SLE gene signatures in the blood of pristane-treated SNF1 mice. (A) Z-score heatmap showing gene expression profiles in the blood from SNF1 mice with and without pristane treatment. Genes were selected from the gene modules reported to be altered in human SLE patients. (B) Expression changes of genes from modules altered in human SLE in during the disease progression in the blood pristane-treated mice, and in 36-week old SNF1 mice with spontaneous disease. Data are shown in expression fold change compared to matched control untreated mice.
(TIF) Click here for additional data file.

S1 File Microarray data results. Table A contains the results from microarray data analysis comparing the gene expression profiles from kidneys of pristane-SNF1 mice (14 weeks after treatment) vs untreated SNF1 mice and from kidneys of Adv-IFNα BWF1 mice (9 weeks after treatment) vs untreated BWF1 mice. Table B contains the results from microarray data analysis comparing gene expression profiles from whole blood of pristane-SNF1 mice (14 weeks after treatment) vs untreated SNF1 mice. Table C contains the analysis results from publicly available microarray data comparing glomeruli tissues from LN patients vs non-diseased subjects. Table D contains the mouse genes for which human ortholog genes were found in both mouse and human microarray platforms. Table E contains the list of genes differentially expressed in the disease kidneys that are either more specific of the pristane-SNF1 model or of the Adv-IFNα BWF1 model.
(XLSX) Click here for additional data file.

## Abbreviations

SLE: Systemic lupus erythematosus
LN: lupus nephritis
Adv: adenovirus
IC: Immune complexes
rIFNα: recombinant IFNα
Adv-IFNα BWF1: IFNα treated NZB X NZW F1 mice
SNF1 mice: (SWR X NZB F1) mice
ASMA: alpha smooth muscle actin

How the deposited data were processed for this re-analysis (not part of the article)

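Kidney RNA from 95 SNF1 mice, untreated or injected with pristane, was measured on Affymetrix HT MG-430 PM arrays at weeks 0, 2, 4, 8, 12 and 14. The authors normalized the probe intensities with RMA and the values are log2. The values of all 45141 probe sets were present on every array; 104 control probe sets were left out, which leaves 45037. No array was identical to another, and the highest correlation of 2 arrays was 0.998. Values stop at a floor of 2.21, where 18.6% of all values lie, and 1629 probe sets lie there on every array.

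Genes were named from the annotation of the array, updated through gene identifiers to current symbols, and 29449 of the probe sets tested are in it. A further 532 probe sets were named only through the paper's S1 File. A gene was represented by the probe set with the highest mean over all arrays, chosen without regard to group, which gave 17341 genes. Counts of differentially expressed genes take the different symbols of all called probe sets that have 1 symbol.

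Analyses were run in R 4.3.3 with limma 3.58.1. Within each week the pristane and the untreated mice alone were fitted, with the empirical Bayes test of limma and Benjamini-Hochberg adjustment over all probe sets. Genes were called at an adjusted p under 0.05 and a fold change over 2. The difference of effects between neighbouring weeks was tested as an interaction contrast, and untreated mice of week 14 were compared with those of week 0. For 48 gene lists, of which the study had chosen 10 and 38 were fixed from general knowledge, the members with an adjusted p under 0.05, without a minimum fold change, were counted over all probe sets and when adjusted over the list alone. Camera, which tests whether the genes of a list rank higher or lower than all other genes, was run with a preset correlation of 0.01 and with an estimated correlation. Of 563 members of the lists fixed here, 20 were represented by a probe set that only the paper's S1 File names. Table A of that file has 1999 rows, against 45141 probe sets on the array. These 20 members may thus have entered by their change at week 14. List counts without them are not given here.

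The genes named in the text were set by rule: the genes the paper names for the pristane-SNF1 kidney, whose values in the paper's S1 File and figures had been seen; up to 3 genes per list with the largest change among those that passed; the 10 largest rises and 10 largest falls at week 14 and 5 of each at earlier weeks; and 5 of each for the untreated comparison and for the difference between weeks 14 and 12. Genes named in the early set and in the interaction are outside this rule and were chosen after their values were seen.

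The test was tried on simulated data for 3 weeks, in which both groups had the real untreated means and each its real spread. In the simulated pristane group 100 probe sets above the 40th percentile were changed by 1.5 and 100 by 3 on the log2 scale, as many up as down. At weeks 12 and 2, it recovered 95% and 100% of the smaller changes. Of all called probe sets, 59 of 249 at week 14, 21 of 215 at week 12 and 22 of 222 at week 2 had been given no change. In each week this is more than an adjusted p of 0.05 allows for, but it may not be the error rate of the test. If simulated values stop at the floor, the group with the wider spread gains a higher mean near it. How far this adds to the shares was not tested.

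Replicate numbers were tested for pairing between groups by the correlation of arrays with the same number, over the 5000 probe sets of highest variance. At no week did all pairs exceed 0.1, so the numbers were not used as pairs. The alternatives were median centring, quantile normalization over all arrays, a filter at the 40th percentile of mean expression, all groups in a single fit, all untreated mice as controls, a trended and robust empirical Bayes fit, weights per group, the replicate number as a block, no minimum fold change, a stricter adjusted p of 0.01, a mean over all probe sets of a gene, and leaving out each mouse. Alternatives chosen after seeing the data were the adrenal gene signal as a covariate, the control probe sets kept in, and gene names without Table A of the S1 File. Up to 100 splits of the mice were drawn for each count. Blood, human tissue, the BWF1 mice, the older SNF1 mice and the tissue stains were not analysed here.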

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

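Chosen after the results were seen were the tests of mouse labels by the early pristane genes (the partner of a swap at weeks 12 and 4, and untreated mouse 10 as a pristane mouse, by the set and by single genes) and the correlation of adrenal genes; the test in kidneys without adrenal signal was added after the count with the adrenal covariate was seen, before its own result. A sample stood far from the others of its group in 28 of 165 groups and measures, where chance gives a share of about 0.05.

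Untreated week 12 mouse 10 stood far above the other untreated mice of its week, with log2 values of 3.58 for Aim2, 8.21 for Sting1, 8.02 for Timp1, 9.92 for Col1a2, 9.72 for Acta2 and 6.72 for Havcr1. Its list means stood apart in the same way, at 1.69 for the IFN response, 2.67 for complement, 3.32 for Fc gamma receptors, 3.22 for recruitment, 3.24 for extravasation, 2.15 for innate immunity and 1.56 for fibrosis. Of the 1188 probe sets called at week 14, 94.3% moved the same way in this mouse against the other untreated mice (r = 0.74 across probe sets, which are not independent replicates).

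A swap with a pristane mouse of week 12 needs a partner in the pristane group, and 0 of 8 pristane mice had early pristane genes at or below the highest of the other 9 untreated mice (0.634). The bound written first, on the tubular injury list, was met, since 4 pristane mice lay inside the untreated range, but injury at week 12 varies among pristane mice, from 0.111 to 1.61, so that such mice are no sign of a swap. Adrenal tissue is argued against by an adrenal mean of -1.31, which is not above the other untreated mice, although the bound first written was the inside of their range. A pristane mouse under an untreated label stays open with values on both sides: the early pristane genes of mouse 10 lie 2.30 above the mean of all untreated mice, inside the 1.39 to 2.74 of the pristane mice of week 12, but 2 of the 23 genes lie within the other untreated mice, S100a9 at 4.37 (pristane 6.02 to 7.47) and Slfn4 at 3.09 (pristane 3.18 to 8.06), and 4 lie below all pristane mice. Early spontaneous disease could give the same values, and no biological explanation was tested. The array of mouse 10 also had the highest median of all 95 arrays, 4.57, against up to 4.40 in the other untreated mice of week 12. A technical difference of this array was not tested as an explanation.

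Among pristane mice, week 4 mouse 1 stood far below its group in the IFN response list (-0.107), and its early pristane genes stood at -0.104, within the untreated range of that week. Its genes called up at week 4 outside the early set stood at -0.197, below the lowest of the other 9 pristane mice (0.677). This mean lay within the untreated range (-0.633 to -0.116), as an untreated mouse under a pristane label would give. These genes were called with this mouse in the group. Single genes went the other way. Cxcl13, which is among these genes, lay above all untreated mice in 10 of 10 pristane mice (lowest 4.56 against 4.55). So did Ddx58, which is not among them (lowest 6.46 against 6.30). A wrong label therefore stays open with values on both sides. A swap within week 4 lacks a partner, since 0 of 9 untreated mice reached the other pristane mice in the early pristane genes. Pristane week 14 mice 1 and 2 were low on the first principal component (28.2 in mouse 1 and lower in mouse 2, against 67.3 to 88.3 in the other 7), but their early pristane genes stood at 2.11 or more, above all untreated mice of week 14 (up to 0.335), so untreated mice under a pristane label are argued against. For week 4 mouse 1 (-0.104 in the early pristane genes), a mouse that did not respond to the injection may give the same values, which was not tested; in week 14 mice 1 and 2 the early genes responded, and why the other genes stood lower stays open.

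Genes of the adrenal cortex varied widely between kidneys in most groups, and Cyp11b1 and Star correlated at 0.969 over the 95 arrays after group means were removed, as adrenal tissue carried along with some kidneys would give. At week 14, Cyp11b1 lay at the floor in 5 of 5 untreated and 6 of 9 pristane kidneys, and at week 2 in 5 of 10 untreated and 1 of 9 pristane kidneys. With the adrenal signal as a covariate, 429 probe sets were called, all among the 1188, which met the bound written for adrenal tissue as a cause; the median change of the called probe sets went from 1.47 to 1.30 with a median standard error of 0.324 in both fits. Among the 6 pristane and 5 untreated kidneys with Cyp11b1 at the floor, the median change was 1.29 and all 1188 kept their direction, which argues against adrenal tissue as the whole cause, though 95 passed there with fewer mice and these probe sets were picked with the same mice. A part of the calls may still depend on it; a response to pristane is not needed for the signal, since Cyp11b1 reached 8.81 and 8.55 in untreated kidneys of weeks 2 and 8, against 9.25 and 9.02 after pristane.

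Other values far from their group were these. Aim2 stood at 3.13 in untreated week 2 mouse 8, 2.99 in pristane week 8 mouse 2 and 2.96 in pristane week 14 mouse 2. Col1a2 stood at 7.30 in untreated week 0 mouse 2, 9.31 in pristane week 4 mouse 4 and 6.98 in untreated week 8 mouse 2, and Acta2 at 9.84 in pristane week 4 mouse 4. Havcr1 stood at 3.81 in pristane week 2 mouse 3 and 5.86 in pristane week 8 mouse 4. List means stood apart at 0.0898 for the IFN response in untreated week 14 mouse 2, 1.42 for extravasation in pristane week 8 mouse 4, 2.87 for the antibody response in untreated week 12 mouse 2, and at 0.344 and 0.846 for fibrosis in pristane week 2 mouse 8 and pristane week 4 mouse 4.

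The effect of pristane differed between weeks 8 and 4 at 4 probe sets, 1 of them Zbtb16 with a difference of 2.56 on the log2 scale (standard error 0.36, adjusted p = 0.000795), and between weeks 4 and 2 at 5 probe sets without a gene name; these were picked after their values were seen. In data the paper does not report, 656 probe sets differed between untreated mice of week 14 and week 0, and 23 genes were called at 2 or more of weeks 2, 4 and 8.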

How the results depend on the processing

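The adrenal covariate was chosen after seeing the data. Aim2, Sting, Timp1, Col1a2 and Kim1 kept their direction and passed at week 14 in all fits that left out a mouse. Of 143 other named genes called at week 14, 139 or more were still called with median centring, quantile normalization, all groups in a single fit, all untreated mice, the trended and robust fit, weights and the mean of probe sets; with the filter, which left 130 of them, all were and 1 more gained a call; the replicate block ended 143 calls; without single mice 80 to 143 were still called. The causes were not tested, except that fewer mice, a block or a fold threshold changes the test itself. Low signal over background limits genes at the floor.

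With the replicate block, which does not pair these mice, Aim2 at week 14 had 1.44, Tmem173 (Sting) at week 14 2.54, Timp1 at week 14 4.17, Tnc at week 14 2.31, Col1a2 at week 14 2.25, Acta2 at week 14 1.16 and Havcr1 (Kim1) at week 14 3.97 as log2 fold change, and none passed (adjusted p from 0.304 to 0.37). With the adrenal covariate 2.60 for Tnc, 1.38 for Acta2 and 4.28 for Kim1 no longer passed. Without single mice, Acta2 ran from 1.47 to 1.77 and Tnc from 2.60 to 3.03.

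The differentially expressed genes at week 2 numbered 55 with all untreated mice as controls, 19 with the block and 87 without a minimum fold change. The differentially expressed genes at week 4 numbered 0 with the block, 57 without a minimum fold change, 12 at an adjusted p under 0.01 and 17 to 59 without single mice. The differentially expressed genes at week 8 numbered 46 with all untreated mice, 0 with the block, 34 without a minimum fold change, 10 at an adjusted p under 0.01 and 10 to 20 without single mice.

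Counts of differentially expressed genes at week 12 were 25 with median centring, 27 with the filter, 175 with all groups in a single fit, 233 with all untreated mice, 119 with the block, 3 at an adjusted p under 0.01, 3 with the adrenal covariate and 3 to 213 without single mice. Counts of differentially expressed genes at week 14 were 0 with the block, 2633 without a minimum fold change, 213 at an adjusted p under 0.01, 336 with the adrenal covariate and 390 to 1310 without single mice. The effect at week 14 against effect at week 12 went from 0 genes to 295 with the filter, 673 with all groups in a single fit and up to 713 without single mice. For untreated week 14 against untreated week 0 the count went from 387 to 197 with the block.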

Differences from the paper's values

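In the settings used for the main results, no value set beside the paper's differed by the rule used. At week 14, 915 genes were called here and the paper reports 952, at the thresholds the paper states. Counted as probe sets, 1188 were called here and 1185 in the paper's S1 File, of which 1184 are shared. The 1185 hold 952 different gene symbols in that file. The gap between 915 and 952 thus lies in how probe sets are named and counted as genes, and hardly in the calls. The log2 fold changes of 1996 probe sets in that file differed from those here by at most 6.29e-06. Of the settings run, the differentially expressed genes at week 14 numbered 946 with quantile normalization, 1002 with the filter, 1017 with median centring, 895 with the trended and robust fit, 1104 with weights per group, 1125 with all groups in a single fit, 1147 with all untreated mice as controls and, chosen after seeing the data, 911 with the control probe sets kept in. Further from 952 were 0 with the replicate block, 213 at an adjusted p under 0.01, 2633 without a minimum fold change, 336 with the adrenal covariate, chosen after seeing the data, and 390 to 591 without untreated mouse 1, 2, 3, 4 or 5 or pristane mouse 3, 4, 6, 7 or 9.

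The paper names Saa1 and Fbn2 among genes that rose. Saa1 at week 14 did not pass by the probe set of highest mean (adjusted p = 0.0804), and it passed with all groups in a single fit, with all untreated mice as controls, with weights per group (adjusted p = 0.027), without pristane mouse 2 or 8, and by the probe set of the S1 File (adjusted p = 0.0222). Fbn2 at week 14 did not pass by the probe set of highest mean (adjusted p = 0.53), and it passed by the mean of its probe sets (adjusted p = 0.0482) and by the probe set of the S1 File (adjusted p = 0.0379).

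The paper shows Cxcl11 and Igfbp3 in Fig 4C. Cxcl11 at week 14 had an adjusted p = 0.0751, and it passed with all groups in a single fit, with all untreated mice as controls, with weights per group (adjusted p = 0.0247) and without pristane mouse 1 or 2. Igfbp3 at week 14 had an adjusted p = 0.0564 and fell by 1.39 on the log2 scale; it passed with median centring, quantile normalization, the filter, all groups in a single fit, all untreated mice as controls, weights per group (adjusted p = 0.0184) and the mean of its probe sets, and without pristane mouse 1 or 2. Its other probe set passed too (adjusted p = 0.024). The mean fold of Sting at week 14 is about 5.5 in Fig. 5A, read by eye, and 7.25 here by the probe set of highest mean and 5.65 by its other probe set, which is also in the S1 File; which of them Fig. 5A shows is not stated.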

Other observations

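In untreated SNF1 mice, 312 genes were higher and 75 lower at week 14 than at week 0. The paper reports 2 independent longitudinal experiments, and no array is assigned to either. A batch could therefore not be tested or told apart from time in this comparison. The immunoglobulin gene Igkj1 had a log2 change of 6.91 (standard error 0.329, adjusted p = 2.41e-05) and Jchain, the joining chain of secreted antibodies, one of 5.31 (standard error 0.304, adjusted p = 3.13e-05). Of 20 genes of macrophages and monocytes, 10 rose and 1 fell with time (12 rose and 2 fell when adjusted over the list alone), and of 7 MHC class I genes, 6 rose (7 when adjusted over the list alone); camera gave an adjusted p = 0.339 and an adjusted p = 0.303 with an estimated correlation. Of 24 interferon-stimulated genes, 4 rose (10 rose and 1 fell when adjusted over the list alone; adjusted p = 0.339 with an estimated correlation), and Ifit1 was 1.61-fold higher (adjusted p = 0.0156). The clock genes Arntl and Npas2 fell by 2.11 and 2.17 on the log2 scale (adjusted p = 5.09e-05 and 0.000237), while Fos rose by 4.05 (adjusted p = 0.000703). Of 16 immediate early and heat shock genes 7 rose (8 when adjusted over the list alone), and of 20 ribosomal protein genes 10 rose (12 when adjusted over the list alone); camera gave both an adjusted p = 0.303 with an estimated correlation.

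At week 14, further lists fixed beforehand were compared between pristane and untreated kidneys. Of 17 interferon gamma genes 13 rose (13 when adjusted over the list alone), of 10 MHC class II genes 8 rose (8 over the list alone), of 10 plasma cell genes 5 rose (7 over the list alone), of 9 dendritic cell genes 3 rose (3 over the list alone), of 14 lymphoid aggregate genes 5 rose (6 over the list alone) and of 12 NK and cytotoxic genes 1 rose (2 over the list alone). Of 22 fatty acid oxidation genes 3 fell (12 over the list alone), of 9 thick ascending limb genes 1 fell (5 over the list alone), of 14 collecting duct genes 3 fell (6 over the list alone), of 16 endothelial genes 2 fell (2 over the list alone) and of 9 adipose genes 1 fell (5 over the list alone). Of 18 genes of apoptotic cell clearance 6 rose and 1 fell (10 and 1 over the list alone), of 16 of the unfolded protein response 2 rose (6 rose and 1 fell over the list alone), of 8 mesangial genes 2 rose and 1 fell (3 and 1 over the list alone), of 16 immediate early genes 4 rose and 2 fell (4 and 2 over the list alone), of 20 ribosomal protein genes 2 rose (3 over the list alone) and of 7 erythroid genes 1 fell (1 over the list alone). By limma 0 of 10 adrenal, 0 of 8 peritoneal and 0 of 9 urothelial genes passed (0, 2 and 0 at unadjusted p under 0.05, and 0 over each list alone). Without single mice the risen genes ran from 11 to 13 for interferon gamma, 5 to 8 for MHC class II, 2 to 7 for plasma cells and 3 to 5 for lymphoid aggregates, and the fallen ones up to 12 for fatty acid oxidation and up to 5 each for the thick ascending limb and the collecting duct, with none in some of these fits. Camera with an estimated correlation gave all these lists an adjusted p of 0.11 or more.

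Untreated mice 3 and 9 of week 8 had early pristane genes of 1.24 and 1.00 above the mean of all untreated mice, where pristane mice of that week had 1.12 to 2.88.

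Other splits of the same mice were counted for each result. At week 14, 2 of 100 splits called as many probe sets as the real 1188, with 1285 as the highest other. That split counted pristane mouse 2 as untreated and untreated mouse 5 as pristane. At week 12, 2 of 100 did, with 28 against the real 9. Whether the split with 28 follows a structure of these samples other than treatment was not tested. At weeks 8, 4 and 2, the real split alone, 1 of 100, reached its count, with 21 against a highest other of 1, 36 against 0 and 38 against 0. For untreated mice of week 14 against week 0, 1 of 100 did, with 656 against 8. So chance is unlikely for the counts of weeks 8, 4 and 2 and for the untreated mice, as far as 100 splits can tell. For the untreated mice the splits cannot tell time from a batch. At weeks 14 and 12 the share of splits is under 0.05 as well, and the median of the other splits was 0. The week 14 split with 1285 exchanged 1 mouse each way, so it stays close to the real grouping and cannot decide about treatment. At week 12, the split with 28 exchanged 4 mice each way. The counts of weeks 14 and 12 rest on weaker ground, since another split called more probe sets than the real one. A shift without single mice is not special to them. The genes called ran from 390 to 1310 at week 14 and from 3 to 213 at week 12. They ran from 10 to 20 at week 8 and from 17 to 59 at week 4. For the difference between weeks 14 and 12 the real count was 0, which all 100 splits reach by construction, with 13 as the highest other, so the splits say nothing about chance there.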
